# Interleukin-34–Induced Arg1^+^ Macrophages Play a Key Role in Breast Cancer Brain Metastasis

**DOI:** 10.1158/2767-9764.CRC-25-0639

**Published:** 2026-06-12

**Authors:** Xiaoqing Cheng, Khooshbu K. Patel, Brandon Zhou, Yiwei Fu, Ryan T. Cleary, Maureen Highkin, Jacob Hsia, Xiaohua Jin, Benjamin Kohn, Julie L. Prior, Megan S. Michie, Rui Sun, Xu Cheng, Liwei Bao, Jason Heth, Tusharika Rastogi, Amanda E.D. Van Swearingen, James D. Quirk, Ian S. Hagemann, Aki Morikawa, Nathan M. Merrill, Sofia Diana Merajver, Qingyun Li, Katherine Schwetye, Vaibhav Jain, Simon G. Gregory, Albert H. Kim, Ron Bose

## Abstract

Brain metastases occur in up to 40% of patients with stage IV breast cancer, and the cerebellum is a common site for metastases in HER2-positive breast cancer. We developed a syngeneic, immunocompetent mouse model of breast cancer brain metastases (BCBM) by stereotactically injecting murine breast cancer organoids into the cerebellum. Spatial transcriptomics on these brain metastases revealed that breast cancer cells produce interleukin-34 (IL34), which induces ARG1^+^ macrophages at the invading edge of metastases. IL34 expression in human brain metastasis samples was measured in two independent datasets, and IL34 was expressed widely in both HER2^+^ and HER2^−^ human BCBM. Remarkably, IL34-deficient breast cancer cells failed to establish tumors in the mouse cerebellum. Furthermore, treatment with a blocking antibody against the IL34 receptor, CSF1R, led to tumor shrinkage, highlighting the translational potential of these findings, as a CSF1R-blocking antibody is FDA-approved for another indication, graft-versus-host disease.

**Significance:**

Targeting IL34–CSF1R is a potential new approach to treat BCBM and could be combined with existing therapies. IL34 expression is widely found in human BCBM.

## Introduction

Breast cancer brain metastases (BCBM) are an emergency and possibly catastrophic event for patients with breast cancer. Up to 40% of patients with stage IV breast cancer will develop BCBM (1, 2). Two aggressive subtypes of breast cancer, HER2^+^ and triple-negative breast cancer, are the most likely to cause BCBM, but they do so with different clinical patterns (1). Triple-negative BCBMs tend to be distributed throughout the brain (3), and they tend to occur when the patient also has cancer progression throughout the body, both inside and outside the central nervous system (CNS). In contrast, HER2^+^ BCBM has an increased predilection to metastasize to the cerebellum and will often occur when breast cancer outside of the CNS is under good control (3, 4). HER2^+^ BCBM can metastasize to other brain regions, but strikingly, in the German BCBM registry, 60% of the patients with HER2^+^ BCBM had metastases to the cerebellum (4). Cerebellar metastases pose a high risk to patients because of their proximity to the fourth ventricle and brainstem, which can cause obstructive hydrocephalus or affect breathing and other essential body functions. The differences in whether metastatic growth occurs outside the CNS are attributed to the effect of trastuzumab and other HER2-targeted monoclonal antibodies, which are highly effective outside the CNS but cannot readily penetrate the intact blood–brain barrier (BBB; ref. 5).

To model cerebellar BCBM from HER2^+^ breast cancer, we developed an immunocompetent, syngeneic transplantation strategy in which breast cancer organoids obtained from a C57BL/6J (B6) mouse are injected into another B6 mouse. Although FVB strain mice have traditionally been favored in breast cancer research, the differences in breast cancer development between B6 and FVB strains are small (6). Moreover, B6 mice are widely used for immunology research, and numerous transgenic and knockout strains are available in this strain’s background. Transplanting organoids between syngeneic mice provides an opportunity to separately genetically manipulate the “seed and soil” (7) of cerebellar BCBM. The “seed” is the breast cancer cell or organoid in this case, and the “soil” is the microenvironment of the cerebellar BCBM. Although liver metastasis has been studied using transplanted human colorectal cancer organoids (8), to our knowledge, this is the first study to transplant genetically engineered murine organoids to study BCBM.

The microenvironment of the cerebellum has unique features but also shares common features with other regions of the brain. Transcriptionally defined subpopulations of glial cells specific to the cerebellum have been described (9). Additionally, the neuronal cell types of the cerebellum are unique, with Purkinje neurons notable for their large dendritic arbors and small granule cell neurons, which are highly numerous. In fact, the cerebellum constitutes only 10% of the brain mass but contains more than 50% of the brain’s neurons, due to the very large number of these granule cell neurons (10). Common features include the presence of reactive glia and astrocytes in BCBM in the cerebellum and other brain regions (11). Furthermore, astrocytes stimulated with type I IFN can recruit monocytic myeloid cells, including macrophages, to the BCBM (12). Understanding this immune cell infiltration and its interactions with the microenvironment of the cerebellum when HER2^+^ BCBMs develop and grow is a major focus of this study.

A key mechanism driving macrophage infiltration is the interleukin-34 (IL34)–CSF1R signaling axis, which supports the recruitment, survival, and polarization of macrophages and microglia. IL34, produced by tumor and stromal cells, engages CSF1R on myeloid cells, fostering an immunosuppressive microenvironment that promotes tumor growth. These macrophage-rich infiltrates are a common feature across brain metastases and are thought to play a central role in shaping the tumor-permissive niche. Understanding how IL34–CSF1R signaling contributes to BCBM is another focus of this study.

In this study, we developed a model for HER2^+^ BCBM to the cerebellum in an immunocompetent mouse and performed spatial transcriptomics to characterize the brain tumor microenvironment (TME). We identified IL34 secretion by the breast cancer cells inducing ARG1^+^ macrophages to the periphery of the metastasis in which tumor invasion occurs. Because CSF1R is the receptor for IL34, we treated mice with established cerebellar BCBM with a CSF1R blocking antibody and observed shrinkage of the brain metastases. These findings have immediate translational potential because, in August 2024, the FDA approved a blocking CSF1R monoclonal antibody, axatilimab, for the treatment of another cancer-related condition, chronic graft-versus-host disease (13). Our findings suggest that targeting IL34–CSF1R–induced macrophages could potentially benefit patients with BCBMs.

## Materials and Methods

### Mice

The HER2^V777L^ transgenic mice were generated using TALEN-based genome editing as previously described (14, 15) and are deposited at The Jackson Laboratory (strain # 041201, RRID: IMSR_JAX:041201). The *PIK3CA*^H1047R^ mice in the C57BL/6J background are available at The Jackson Laboratory (strain # 041202, RRID: IMSR_JAX:041202). The *Trp53*^fl/fl^ mice were purchased from The Jackson Laboratory (strain # 008462, RRID: IMSR_JAX:008462). All animal experiments were approved by the Washington University Institutional Animal Care and Use Committee.

### Establishment of mammary gland organoids from murine breast cancers

Mammary gland tumors were resected from tumor-burdened *HER2*^V777L^; *PIK3CA*^*H1047R*^ (HP) or *HER2*^*V777L*^; *Trp53*^*fl/fl*^ (H53) mice. The tumors were minced, and tumor clusters were isolated by a modification of Ewald’s protocol (16). In brief, the minced breast tumors were enzymatically dissociated at 37°C in collagenase solution for organoids with agitation using a gentleMACS Octo Dissociator (RRID:SCR_020271), with heaters and the program, 37C_m_LDK_1, run twice. The dissociated tissues were centrifuged at 520 *g* for 10 minutes at 22°C. The supernatant was discarded, and the pellet was washed with advanced Dulbecco’s Modified Eagle Medium (DMEM)/F12, supplemented with 1× GlutaMAX, 1× HEPES, and 1× penicillin/streptomycin (+++ media) and centrifuged at 520 *g* for 10 minutes at 22°C. The cell pellet was treated with 1 mL of 1× RBC lysis buffer (Invitrogen eBioscience) for 5 minutes, followed by neutralization with 40 mL of PBS. After centrifugation, the cell pellet was treated with 4 mL of 4 U/mL of DNase I (Sigma-Aldrich, cat. #D4263) in +++ media, via shaking for 5 minutes. After DNase I treatment, 6 mL of +++ media was added, and the tube was centrifuged at 520 *g* for 5 minutes. The cell pellet was washed in 10 mL of +++ media, and after centrifugation, the pellet was resuspended in 90% Matrigel GFR (BD Biosciences, cat. #356231) and seeded in a six-well ultralow adhesion plate (Corning, cat. #3471). The embedded cells were overlaid with 3 mL/well mouse breast tumor medium (17): advanced DMEM/F12 (Gibco, cat. #12634010) supplemented with penicillin/streptomycin, 10 mmol/L of HEPES, GlutaMAX, 1× B27 (all from Thermo Fisher Scientific), 0.5× primocin (Invivogen), 125 μmol/L of N-acetyl-cysteine (Sigma, cat. #A9165-100G), 50 ng/mL of human epidermal growth factor (PeproTech or Thermo Fisher Scientific, cat. #AF-100-15-500UG), and 10% RSPO1-Noggin–conditioned medium. (The Noggin and R-spondin combined expression plasmid to generate conditioned media in the 293T cell line was a gift from Blair Madison, PhD, and Anil Rustgi, MD; ref. 18.) The mouse breast tumor medium was supplemented with the Rho kinase inhibitor, Y-27632 (AbMole, cat. #M1817), at 10 μmol/L for the first feeding after splitting. The growth medium was replaced every 3 to 4 days, and the organoids were passaged every 7 to 10 days by treatment with Cell Recovery Solution (Corning, cat. #354270), followed by digestion with TrypLE Express (Gibco TrypLE Express, cat. #12605028), mechanical dissociation, and re-embedding in fresh Matrigel and ultralow adhesion plates. Cell line authentication was not relevant as these are organoids prepared directly from primary tumors. The organoids were checked for contamination and tested negative for *Mycoplasma* contamination.

### Luciferase labeling

The organoid cells were transduced with a lentivirus-LUC luciferase reporter. Cloning selection was performed to isolate stable clones that expressed luciferase. Luciferase labeling was confirmed using quantification of *in vitro* bioluminescence signals.

### Stereotactic intracranial injections

The mice were anesthetized using 2% isoflurane with 100% oxygen for the duration of the operation. Prior to an incision above the base of the skull, the skin was sterilized with three alternating wipes of ethanol and betadine. The injections were done using a 28G needle with a standard 12-degree beveled needle point mounted on the mouse stereotactic frame, courtesy of the Albert Kim Lab. The coordinates we used for the cerebellum of the 5-month-old mice are AP = −6 mm from bregma, ML = −2.2 mm from midline, and DV = −1.5 mm from dura. After sterilization, the skull was exposed, and a small burr hole was drilled using a dental drill at the coordinates of the desired injection site according to Paxinos and Franklin’s mouse brain atlas, fifth edition. A microsyringe pump was used to deliver 3 μL of organoids, which had been dissociated into small clusters, into the cerebellum at a fixed rate of 0.4 μL/minute. Following injection, the needle was left in place for an additional 5 minutes to allow the injection solution to diffuse before slowly retracting. The injection site was sterilized with ethanol before the drilled hole was sealed with Gorilla Glue. The incision site was sutured, and the animals were allowed to recover on a heating pad before being returned to the animal cage for postoperative monitoring.

The organoids were removed from Matrigel using Cell Recovery Solution (Corning), washed, digested in TrypLE Express, and resuspended in DMEM. During the optimization process, different organoid cell numbers were injected into the cerebellum, ranging from 1,000 cells to 5,000 cells. The dissociated organoids for injection were prepared on the day of transplantation and kept on ice until the surgery was completed.

Power analysis: *n* = 5 or *n* = 10 mice were used for *in vivo* drug treatment experiments whenever possible, as prior power analysis showed that this provided >80% power for comparisons. Animals were randomized into drug treatment groups as follows: block randomization was performed based on the pretreatment size of the brain metastasis as determined via the MRI below.

### Small animal MRI

The mice underwent MRI starting 3 weeks after stereotactic injection. A gadolinium-based contrast agent was injected subcutaneously before imaging. While in the MRI scanner, the mice were anesthetized using isoflurane, and their heads were fixed in place using a bite bar and a custom 3D-printed nose cone. *In vivo* MRI studies were performed on a 9.4-T MR scanner (Bruker BioSpec) using an 86-mm diameter transmit coil and a four-channel mouse brain CryoProbe surface coil. The animals were anesthetized with a mixture of isoflurane in oxygen (4% for 90-second induction and 1% for maintenance), and the animal temperature was maintained at 37°C ± 1°C using a circulating water bath and heating pad placed under the animal. Respiration and temperature were monitored during MRI acquisition using SA Instruments (SA Instruments, Inc.) sensors. Immediately prior to imaging, each mouse was given a 300-μL subcutaneous injection of 2:10 Dotarem (Guerbet) diluted in saline. The MRI protocol consisted of a T2-weighted RARE image (TE = 35 milliseconds and TR = 2,750 milliseconds) and a T1-weighted RARE image (TE = 7.4 milliseconds and TR = 800 milliseconds). For each scan, 32 slices were acquired using a field of view of 16 × 16 mm^2^, an in-plane spatial resolution of 62.5 × 62.5 mm^2^, and a slice thickness of 500 mm. The total scanning time per animal was 20 minutes. Tumor size measurements were made by segmenting images using ITK Snap (http://www.itksnap.org/).

### Hematoxylin and eosin, IHC, and immunofluorescence staining

The tumor tissues were fixed with 10% formalin, embedded in paraffin, and cut into 5 μm sections. For hematoxylin and eosin, the slides were stained with hematoxylin, rinsed, and then counterstained with eosin before being mounted and imaged. For IHC and immunofluorescence (IF), the sections were deparaffinized and rehydrated with xylene substitute (Sigma-Aldrich A55597) and ethanol/PBS, followed by treatment with heat-activated antigen unmasking solution (Vector Laboratories ref. # H-3300). The slides were blocked in 5% BSA in PBS for 1 hour before incubation overnight with primary antibody (at 4°C). For IF staining, antibody binding was visualized with Alexa Fluor 488, 555, or 647 fluorochromes and then counterstained with DAPI-containing mounting media (Sigma). For IHC staining, the slides were treated with horseradish peroxidase (HRP)–conjugated antispecies secondary antibodies, followed by visualization with DAB substrate from Cell Signaling Technology and then counterstained with hematoxylin (Thermo Fisher Scientific). Immunostaining was performed using the following primary and secondary antibodies. The primary antibodies include human CD163 (Abcam, cat. #AB182422, RRID: AB_2753196), human ERBB2 (Cell Signaling Technology, cat. #2165S, RRID: AB_10692490), mouse ERBB2 (Cell Signaling Technology, cat. #2248, RRID: AB_2099242), ERα antibody (D-12; Santa Cruz Biotechnology, cat. #SC-8005, RRID: AB_627556), GATA-3 antibody (Santa Cruz Biotechnology, cat. #SC-268, RRID: AB_2108591), GFAP (Cell Signaling Technology, #80788), Iba1/AIF4T (E404W) antibody (Cell Signaling Technology, 17198S, RRID: AB_2820254), TMEM119 antibody (Cell Signaling Technology, 41134S, RRID: AB_3094467), arginase-1 antibody (Cell Signaling Technology, 93668S, RRID: AB_2800207), human IL34 (Abcam AB224734), murine IL34 antibody (R&D Systems, AF5195, RRID: AB_2124393), and human CD206 antibody (R&D Systems, cat. #AF2534, RRID: AB_2063019). The secondary antibodies for IF include anti-rabbit IgG (H+L) Alexa Fluor 555 (Invitrogen, cat. #A-31572, RRID: AB_162543), anti-goat IgG (H+L) Alexa Fluor Plus 488 (Invitrogen, cat. #A32814, RRID: AB_2762838), and goat anti–guinea pig (H+L) FITC (Fitzgerald Industries International, cat. #43R-1095, RRID: AB_10815085). The secondary antibodies for IHC include SignalStain Boost IHC Detection Reagent (HRP, Rabbit; Cell Signaling Technology, cat. #8114S, RRID: AB_10544930), SignalStain Boost IHC Detection Reagent (HRP, Mouse; Cell Signaling Technology, cat. #8125S, RRID: AB_10547893), and anti-sheep IgG (HRP-conjugated; R&D Systems, cat. #HAF016, RRID: AB_562591).

### *In vivo* CSF1R blocking antibody treatment

The CSF1R blocking antibody was purchased from BioXcell (Clone AFS98, cat. #BE0213, RRID: AB_2687699). For this experiment, the mice were stereotactically injected with 5,000 tumor organoid cells. After 17 days, treatment was started with the CSF1R blocking antibody injected intraperitoneally into the mouse every 2 days (19). The dosage on days 18, 20, 24, and 26 was 400 μg/mouse, whereas on days 22 and 28, it was 100 μg/mouse.

### *In vivo* BLI

For bioluminescence** i**maging (BLI) of live animals, the mice were injected intraperitoneally with 150 μg/g of D-luciferin (Gold Biotechnology, CAS # 115144-35-9, cat. #LUCK-100) in PBS, anesthetized with 2.5% isoflurane, and imaged with a charge-coupled device camera-based system (IVIS 50, PerkinElmer; Living Image version 4.3.1, exposure time 10–60 seconds, binning 8, field of view 12 cm, f/stop 1, open filter, ventral view). Luminescence was displayed as photons/sed/cm^2^/sr. The regions of interest (ROI) were defined manually over the lower abdomen using Living Image version 2.6, with measurements reported as photons/second.

### Near-infrared optical imaging

To prepare near-infrared (NIR)–trastuzumab, the fluorophore LS288 (4 eq) was activated using EDC/NHS ester chemistry and then conjugated to clinical-grade Herceptin (trastuzumab) via lysine labeling in a 0.1 mol/L NaHCO_3_ aqueous solution incubated at 4°C overnight. Zeba Spin Desalting Columns (0.5 mL, 40-K MWCO, Thermo Fisher Scientific) equilibrated with DPBS were used for the removal of excess free dye and purification of the NIR-trastuzumab (degree of labeling 2.2 or 1.5).

For *in vivo* fluorescence imaging, NIR-trastuzumab (1 mg/mL of antibody in 100 μL of DPBS) was injected into the tail vein of HP or H53 organoid-transplanted mice bearing tumors 24 hours prior to imaging. The NIR optical imaging of the live mice anesthetized with 2% isoflurane (vaporized in oxygen) was conducted using the Pearl Trilogy imager (800 nm channel, LI-COR) in the Washington University Molecular Imaging Center. LI-COR Image Studio software was used for measurement and image analysis.

### Visium spatial transcriptomics on mouse cerebellum brain metastasis

The tissue prepared for sectioning and staining starts with RNA quality assessment. RNA quality assessment of FFPE tissue blocks (RNA extraction and QC) needs to meet the DV200 quality score >30% to proceed with the assay using Agilent Bioanalyzer or TapeStation Instruments. The approved slide thickness is 5-μm sections compatible with the Visium CytAssist. The 20x resolution imaging on the ZEISS Axioscan 7 brightfield/fluorescence slide scanner was used for downstream Space Ranger Analysis. The sample/slide was prepared with de-cross-linking and library construction on a 6.5 mm × 6.5 mm capture area. The Visium CytAssist Spatial Gene Expression kit was used for FFPE (Mouse Transcriptome, 6.5 mm, 4 rxns, PN-1000521, 10x Genomics). The probe processes include probe hybridization/wash, probe ligation/wash, RNA digestion and tissue removal, probe extension and elution, preamplification, and cleanup and index PCR. CytAssist brightfield images were generated for downstream Space Ranger analysis. For sequencing information, 100 mol/L of total read pairs were targeted for each sample on the Illumina NovaSeq X Plus instrument (NovaSeq X Plus 10B at 300 cycles, 10 mol/L of targeted 2 × 150 clusters).

### Visium spatial data analysis

The initial Visium spatial data analysis was performed using 10x Genomics Space Ranger software (version 2.1.1). The Space Ranger includes two pipelines relevant to spatial gene expression experiments, which are mkfastq and count. Spaceranger mkfastq wraps Illumina’s bcl2fastq to demultiplex the sequencing runs and to convert barcode and read data into FASTQ files. Spaceranger count then takes a brightfield slide image and FASTQ files from mkfastq for alignment, tissue detection, fiducial detection, and barcode/unique molecular identifier (UMI) counting. After automated alignment and tissue identification, the spaceranger count pipeline utilized the full-resolution slide image to prepare data for visualization within Loupe Browser (10x Genomics: https://support.10xgenomics.com/single-cell-gene-expression/software/visualization/latest/what-is-loupe-cell-browser). The ROI of the tissue was identified and marked using Loupe Browser and subsequently selected for downstream analysis.

The output of the count pipeline contains an expression matrix, which was used for further analysis on the designated ROIs. For sample 1, the ROI consisted of 2,184 spots with a mean read depth of 30,825 reads per spot, whereas for sample 2, the ROI included 2,976 spots with a mean read depth of 28,271 reads per spot. The analyses were conducted using the Seurat (version 4.9.9.9086; source: vignettes/spatial_vignette.Rmd) package in R. The quality control and subsequent analyses were performed on the spot-level expression data along with the associated tissue slice image produced by Space Ranger. During the quality control step, the spots with the number of unique molecules less than 500 and the number of unique genes less than 10 were filtered out. After initial filtering, the final dataset retained 2,150 spots for sample 1, whereas the spot count for sample 2 remained unchanged. In Seurat, the filtered data are first normalized and scaled to account for the variance in sequencing depth across data points. On the normalized, scaled data, linear dimensionality reduction was performed by calculating 50 principal components using the most variably expressed genes in the spatial data. The spots were grouped into nine clusters for *de novo* cell type discovery using BayesSpace’s qTune and spatial cluster functions and graph-based clustering approaches, with visualization of spots being achieved through the use of clusterPlot (20).

The combined use of single-cell RNA sequencing (scRNA-seq) and spatial transcriptomics technologies on mouse brain specimens is expected to provide novel insights into the molecular, cellular, and spatial organization of distinct breast cancer metastases in relation to the surrounding TME. The publicly available single-cell datasets were used to identify the underlying composition of cell types (21–23). A reference-based deconvolution workflow—Spacex-R (24)—was applied to uncover cellular heterogeneity and the spatial arrangement of cell types in the samples, thus providing for each spot a probabilistic classification for each of the scRNA-seq–derived classes.

After spot deconvolution, differentially expressed genes (DEG) were identified using FindMarkers from the Seurat package (25) for regions such as the invasive region (near the tumor and near the normal area), tumor, and normal cerebellum. The top 10 upregulated and downregulated DEGs were visualized using a volcano plot (https://github.com/kevinblighe/EnhancedVolcano). Then, gene set enrichment analysis was performed with the identified DEGs using the fgsea R package (https://doi.org/10.1101/060012) utilizing the Molecular Signatures Database (26). MSigDb has 50 predefined hallmark gene signatures, which were leveraged to obtain the biological states or processes.

### IL34 CRISPR knockout organoid cell lines

IL34 knockout in breast cancer organoid cell lines was generated using the CRISPR–Cas9 system. Single-guide RNAs (sgRNA) targeting IL34 were designed and cloned into the lentiCRISPRv2 plasmid. The organoid cells were transduced with the sgRNA–Cas9 constructs via lentiviral delivery and selected with puromycin to enrich for successfully transduced populations. Knockout efficiency was confirmed at the protein level. IL34 secretion was further validated by ELISA, which showed a loss of IL34 expression in knockout organoid lines. Successfully edited organoids were expanded and maintained under standard culture conditions for subsequent functional assays.

*mIL34KO#1*: GTG​ATG​GAT​GTA​CTT​CTC​GA, *mIL34KO#2*: GAT​TGC​TGT​GCC​TTA​TGA​GG, *mIL34KO#3*: CAT​TGC​TGG​AGA​ACG​TAC​AG (sgRNAs).

### Human samples from Washington University School of Medicine

Patients with BCBM (*N* = 19) were retrospectively recruited from the CNS tumor bank at Washington University School of Medicine (WUSM) as part of a study that was approved by the Washington University Institutional Review Board (IRB # 2011-11001). The inclusion criteria were as follows: (i) histologically confirmed brain metastasis from breast cancer of any HER2, ER, and PR status, (ii) no prior radiotherapy, and (iii) female sex. Samples were collected by neurosurgical resection of brain metastasis performed between October 2018 and January 2025.

### RNA-seq analysis on patient-derived xenograft samples

The total RNA was extracted from patient-derived xenograft (PDX) samples. Libraries were prepared and sequenced on an Illumina sequencer model to generate paired-end reads. Raw reads were quality-checked, trimmed, and aligned to the human reference genome (GRCh38) using STAR, and gene counts were obtained with featureCounts. The counts were normalized using DESeq2’s variance-stabilizing transformation for downstream analyses, including principal component analysis and differential expression.

### Single-cell suspension preparation

The B6-HP tumor organoids were seeded the day prior to processing and dissociated with TrypLE the following day. Live and dead cells were assessed using Trypan blue staining. The cells were resuspended in PBS containing 0.04% BSA, with a viability of 82%. The sample was centrifuged at 400 × *g* for 5 minutes at 4°C and resuspended to a final concentration of 4,900 cells/μL in a total volume of approximately 90 μL.

### Single-cell library prep and sequencing

Utilizing the Chromium Next GEM Single Cell 3′ GEM, Library & Gel Bead kit version 3.3, and Chromium instrument, the cells were partitioned into nanoliter droplets to achieve single-cell resolution for a maximum of 10,000 to 15,000 individual cells per sample (10x Genomics). The resulting cDNA was tagged with a common 16-nt cell barcode and a 10-nt UMI during the reverse transcriptase reaction. Full-length cDNA from poly-A mRNA transcripts was enzymatically fragmented and size-selected to optimize the cDNA amplicon size for library construction (10x Genomics). The concentration of the 10x single-cell library was accurately determined through qPCR to produce cluster counts appropriate for the NovaSeq 6000 platform (Illumina). The sequence data were generated targeting 50,000 read pairs per cell, which provided digital gene expression profiles for each individual cell.

### Single-cell RNA sequence data analysis

The initial single-cell data analysis was performed using 10x Genomics software to convert barcode and sequencing read data into FASTQ files. Automated alignment, cell calling, Seurat analysis, and barcode/UMI counting were then performed using the FASTQ files. For secondary analysis of the mouse organoid scRNA-seq data, the Seurat package in R was used. The sample was filtered with quality control steps, including the removal of cells with low-quality UMI, genes, and mitochondrial contamination, followed by multiplate removal and ambient RNA exclusion. After quality control procedures were completed, we performed linear dimensional reduction, calculating principal components on the remaining cells using the most variably expressed genes in our dataset (27). Library size and/or the number of genes expressed across subsets of cells may necessitate the restriction of cells upon which the variably expressed genes were selected for inclusion when calculating principal components (28). The genes underlying the resulting principal components were examined in order to confirm that they were not enriched in genes involved in cell division or other standard cellular processes (28). Fifty significant principal components for downstream analyses were determined through methods mirroring those implemented by Macosko and colleagues (28), and these principal components were carried forward for two main purposes: to perform cell clustering and to enhance visualization (27). The cells were grouped into an optimal number of clusters for *de novo* cell type discovery using Seurat’s FindNeighbors() and FindClusters() functions and graph-based clustering approaches, with visualization of cells achieved through the use of the manifold learning technique Uniform Manifold Approximation and Projection for Dimension Reduction, which reduces the information captured in the selected significant principal components to two dimensions (arXiv 1802.03426; ref. 27). The dataset of Bach and colleagues (21) was used for cellular annotation for this sample.

## Results

### Organoid transplant model for HER2-positive BCBM to the cerebellum

Figure 1A shows a patient with two large HER2^+^ BCBMs in the cerebellum. Remarkably, this patient did not have any metastases elsewhere in the brain. Her case and that of other similar patients motivated us to develop an animal model of cerebellar HER2^+^ BCBM to better understand, treat, and hopefully someday prevent this type of metastasis. An intracranial injection strategy (Fig. 1B) was chosen because of its feasibility and anatomic precision. Intracranial injection is widely used in studies of glioblastoma or BCBMs that use human PDXs (29). Using stereotactic injection equipment, the location and brain region of the BCBM can be precisely controlled. Furthermore, this direct injection approach yields very predictable timing and a high success engraftment rate for metastasis development. Although intracardiac injection models have been favored for studying BCBM (11, 30–32), it is more challenging to study cerebellar BCBM for several reasons. The blood supply to the cerebellum predominantly comes from the vertebral artery and the posterior circulation of the brain (10). Intracardiac injection delivers most of the breast cancer cells to the cerebrum and not to the cerebellum. Similarly, carotid artery injection primarily does not reach the posterior circulation of the brain. Developing a breast cancer cell line that homed specifically to the cerebellum would be desirable but is not currently available (33). The ideal model would be a transgenic mouse that spontaneously develops cerebellar BCBM; unfortunately, no such mouse model currently exists, to our knowledge.

**Figure 1.**
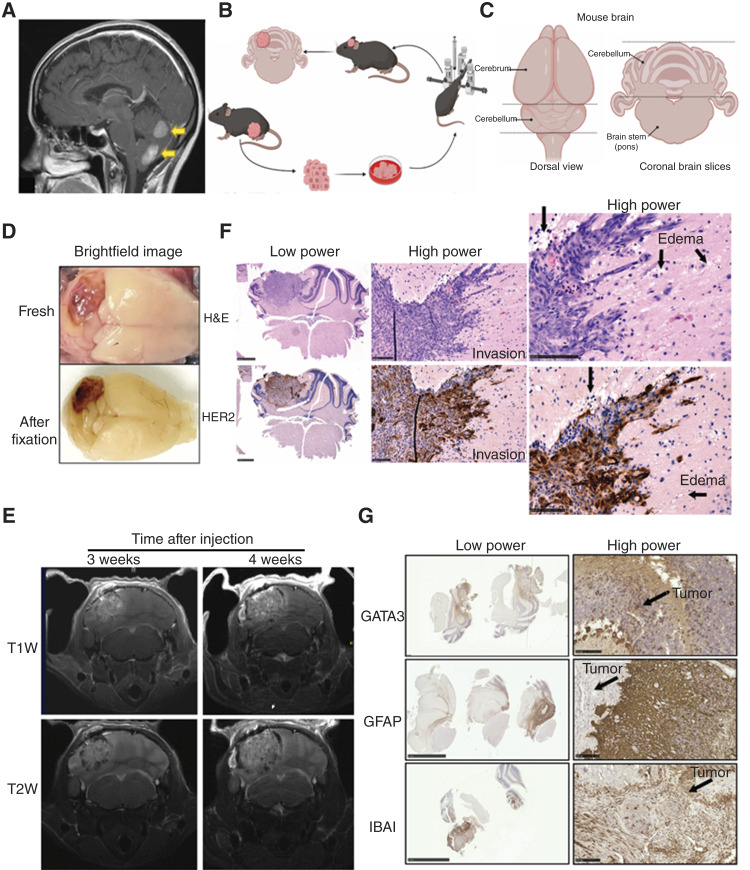
Organoid transplant model for HER2-positive BCBMs. **A,** MRI of a patient with HER2^+^ breast cancer shows two cerebellar metastases in the brain. **B,** Schema for establishing BCBM in mice. **C,** Dorsal and coronal brain slice views of the mouse cerebellum. **D,** Brightfield images of dissected and postfixation cerebellar metastasis. **E,** Contrast-enhanced T1-weighted and T2-weighted MRI of stereotaxic injection at 3 and 4 weeks after transplantation of HER2^+^ organoids in C57BL/6 syngeneic mice. **F,** Top, Hematoxylin and eosin (H&E) staining distinguishes the highly cellular breast cancer cells from the normal brain parenchyma, which is more eosinophilic and has sparse cell nuclei. Along the border of the lesion, areas of invasion and edema with microvacuolization can be seen. Bottom, IHC stained with ErbB2 antibodies confirms the overexpression of HER2 in the intracranial lesion, as well as HER2 expression in the invading cells. Scale bars of lower power images are 1 mm. Scale bars of high-power images are 100 μm. **G,** IHC staining of the BCBM with GATA3, GFAP, and IBA1 antibodies. Scale bars of lower power images are 5 mm. Scale bars of high-power images are 500 μm.

We previously developed a transgenic mouse that overexpresses the human HER2 gene with a V777L activating mutation (14, 15). The use of HER2 transgenes with activating mutations is very common in the HER2 field. The first HER2 transgenic mouse carries the rat HER2 V664E activating mutation driven by the MMTV promoter (34). More recently, a Tet-inducible HER2 transgenic mouse also used this same rat HER2 V664E activating mutation (35).

We chose the human HER2 gene for our transgenic construct because trastuzumab is species-specific, recognizing human but not rodent HER2 (14, 15). Furthermore, our human HER2^V777L^ transgene is driven by an actin promoter, generating overexpression with intense circumferential membrane staining that is clinically scored as 3+ IHC staining (14, 36).

Our transgenic mouse has three additional important properties. First, it contains an Lox–STOP–Lox element generating conditional expression (15). Second, we found that the addition of a second genetic alteration, either a *PIK3CA*^H1047R^ activating mutation or a *TP53* deletion, dramatically accelerates tumorigenesis, matching genotypes seen in human patients with cancer (14). Third, we found that breast cancer organoids derived from these mice can be reimplanted into the mammary fat pad of syngeneic B6 mice and will form mammary tumors that spontaneously metastasize to the lungs of the recipient mice (14). Therefore, we hypothesized that the injection of these organoids into other sites in syngeneic mice could create models of other types of breast cancer metastases.

Figure 1B shows the schema used to generate cerebellar BCBM in mice. We used B6 mice expressing HP activating mutations or HER2^V777L^; *TP53*^*flox/flox*^ (H53). In brief, breast cancer primary tumors were established in either HP or H53 mice by injections of Cre-expressing adenovirus into the mammary gland; these tumors were harvested, and murine breast cancer organoid cultures were established from these tumors. These murine cancer organoids were luciferase-labeled and expanded *in vitro*. For the intracranial injections, HP or H53 organoids were dissociated into small clusters and stereotactically injected unilaterally into the cerebellum (Fig. 1B). In all, 1,000 or 5,000 cells were injected per mouse. Figure 1C shows the location of the cerebellum in the dorsal view of the intact mouse brain and in coronal brain slices or images. BCBM growth was confirmed using MRI at 3 weeks, and the mice were then sacrificed. After dissection and fixation, the cerebellar tumor had a hemorrhagic appearance distinct from the normal brain tissue (Fig. 1D).

We used MRI to monitor the metastatic tumor *in vivo* (Fig. 1E). Axial T1-weighted postcontrast MRI revealed interval growth of a hyperintense enhancing cerebellar lesion with irregular borders at the site of injection over 4 weeks (Fig. 1E). At 3 weeks after injection, the lesion was located above the fourth ventricle and brainstem. Although gradual growth was seen from 3 weeks after injection, the tumor mass was significantly larger at 4 weeks after injection, exerting pressure on the fourth ventricle (Fig. 1E).

Following histologic sectioning and staining, we identified several areas of interest around the lesion (Fig. 1F). Areas of invasion could be identified at the border of the BCBM. Tumor cells were depolarized and had a flattened cell morphology, resembling a motile phenotype [Fig. 1F (middle)]. In addition, areas of edema and microvacuolization were present at the edge of the metastasis [Fig. 1F (black arrows)], indicative of cancer-associated inflammation bordering the metastasis. To validate that the primary tumor subtype had been retained, the tumor was stained with HER2 antibody, and HER2 overexpression was confirmed [Fig. 1F (bottom)]. Most importantly, cells in areas of invasion retained their HER2 expression. Overall, this animal model provides a feasible and robust approach to study cerebellar BCBM, and we characterized it further.

### IHC characterization of HER2^+^ cerebellar BCBM

We performed IHC staining on these BCBM for several markers. GATA3 is a transcription factor expressed by breast cancer cells and is present in the BCBM (Fig. 1G). GFAP is a marker of astrocytes and other glial cell types, including ependymal cells. GFAP expression is absent in these BCBMs (Figs. 1G, 2A, and B). Ionized calcium–binding adaptor molecule 1 (IBA1), also called allograft inflammatory factor 1, is a well-established marker for microglia/macrophages. The IBA1-positive cells were seen within the BCBM (Fig. 1G). The HP and H53 organoids are estrogen receptor α (ERα) positive (Supplementary Fig. S1A; ref. 14), and ERα expression is seen in these BCBMs (Fig. 2A and B). About half of the human HER2^+^ BCBMs are ER^+^ (2), and therefore, these HER2^+^ ER^+^ BCBMs recapitulate what occurs in patients. To further define the cell types present in these organoids, we performed scRNA-seq on the HP organoids (Supplementary Fig. S1B). We found that 89% of the cells in the HP organoids are breast cancer cells, 0.26% are fibroblasts, and 9.6% are other stromal cells, including endothelial cells and adipocytes. Lymphocytes and myeloid cells are <0.1% of the cells in the organoid preparation.

**Figure 2.**
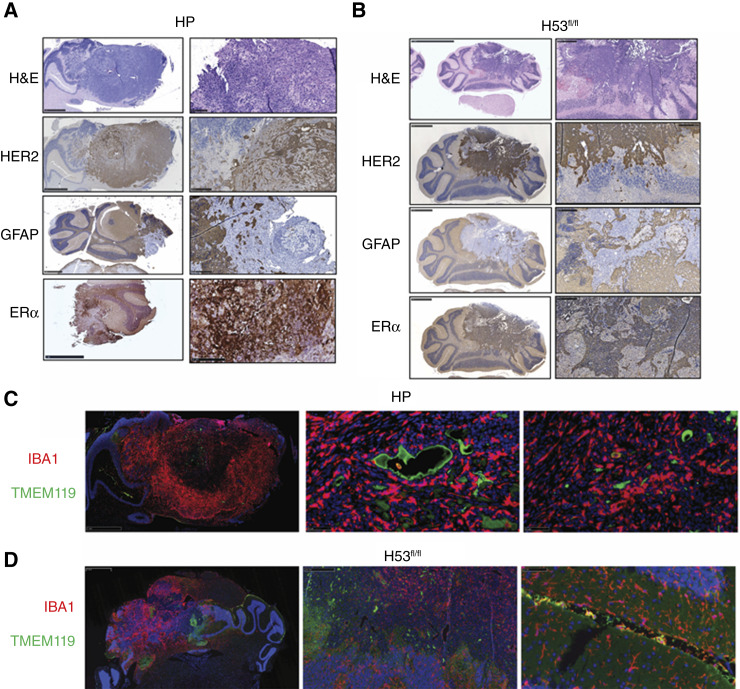
Characterization of cerebellum metastasis mouse model. **A,** Hematoxylin and eosin (H&E) and IHC stained with GFAP, HER2, and ERα antibodies in the cerebellum metastasis model of HP tumor organoid cells. Scale bars of low-power images are 5 mm. Scale bars of high-power images are 500 μm. **B,** H&E and IHC stained with GFAP, ERα, and HER2 antibodies in the cerebellum metastasis model of H53 tumor organoid cells. Scale bars of low-power images are 5 mm. Scale bars of high-power images are 500 μm. **C,** IF stained with IBA1 and TMEM119 antibodies in the cerebellum metastasis model of HP organoid cells. Scale bars of low-power images are 5 mm. Scale bars of high-power images are 500 μm. **D,** IF stained with IBA1 and TMEM119 antibodies in the cerebellum metastasis model of H53 tumor organoid cells. Scale bars of low-power images are 5 mm. Scale bars of high-power images are 500 μm.

To further characterize the IBA1^+^ cells in these BCBM, we performed dual IF for both IBA1 and the microglia marker TMEM119 (Fig. 2C and D). We observed very little colocalization of IBA1 and TMEM119, suggesting that the IBA1^+^ cells may be bone marrow–derived macrophages (BMDM) and not microglia. However, we acknowledge that a recent study reported that TMEM119 expression is downregulated in a subset of brain metastasis–associated microglia (37); therefore, further evidence, such as transcriptomics data, is needed to determine the identity of the IBA1^+^ cells. We confirmed that the murine organoid cells injected to form these BCBMs did not contain IBA1^+^ cells (Supplementary Fig. S1). For the remainder of our experiments, we chose to focus on BCBM generated with the murine HP organoids.

### NIR-trastuzumab optical imaging of brain metastases

The BBB normally limits the penetration of many drugs and antibodies into the CNS. However, the BBB around brain metastases is abnormal and leaky and has been termed the blood–tumor barrier (5). We had previously imaged lung metastases and mammary tumors in HP mice with optical imaging using an NIR fluorophore conjugated to trastuzumab (14). To determine whether NIR-trastuzumab imaging was effective for these cerebellar BCBMs, we injected NIR-labeled trastuzumab into the tail vein of five cerebellar BCBM-bearing mice. MRI images in Fig. 3A confirm the presence of the cerebellar BCBM, and bioluminescence imaging (Fig. 3B) also demonstrated the presence of cerebellar BCBM. Twenty-four hours after NIR-trastuzumab injection, the mice were shaved and underwent *in vivo* imaging (Fig. 3C). The NIR signal was readily detected through the intact skin and skull of all five mice. NIR-trastuzumab has an advantage over bioluminescence imaging as it can be performed *ex vivo* on dissected or even on formalin-fixed tissues (Fig. 3D and E). This *ex vivo* signal is present because, unlike bioluminescence imaging, NIR imaging does not require ATP or living cells (38). Therefore, NIR imaging can be used to facilitate brain dissection. However, the NIR signal is lost when the tissue is exposed to organic solvents used in paraffin embedding and routine histology (39).

**Figure 3.**
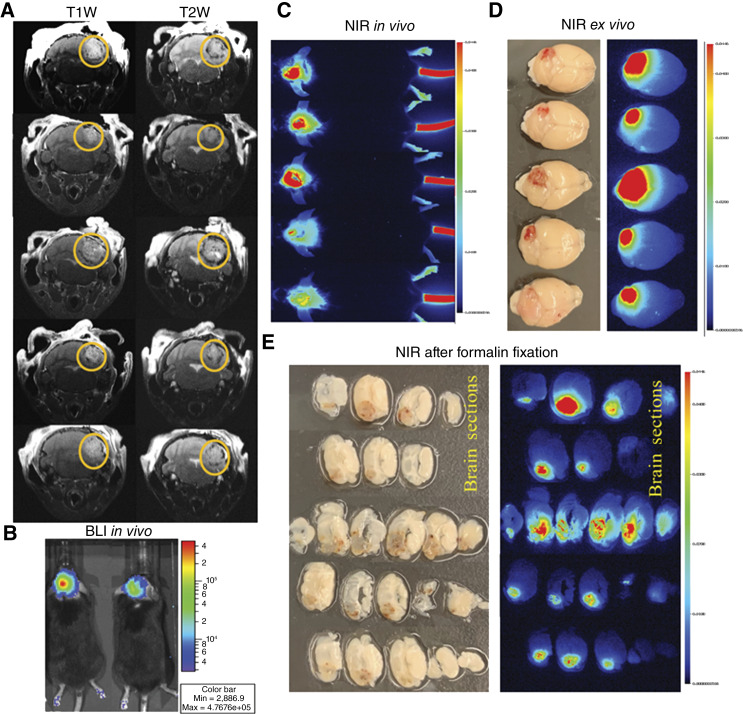
Herceptin optical imaging of brain metastases. **A,** Contrast-enhanced T1- and T2-weighted MRIs of stereotaxic injection at 3 weeks after transplantation of HP organoids in C57BL/6 syngeneic mice. **B,** Representative BLI images of the cerebellum tumor at 3 weeks after organoid cell transplantation of HER2^+^ tumor organoids. **C,** Live animal *in vivo* imaging of NIR fluorophore–labeled trastuzumab (NIR-trastuzumab). Mice were injected with 100 μg of NIR-trastuzumab via the tail vein 24 hours prior to this imaging. **D,** Left, Brightfield images of dissected cerebellum tumor at 3 weeks after transplantation. Right, Imaging of NIR-trastuzumab after dissection. **E,** NIR-trastuzumab imaging was performed after 24 hours of formalin fixation of mouse brain tissues. Left, Brightfield images of formalin-fixed cerebellum tumor slices. Right, Imaging of NIR-trastuzumab after formalin fixation in the same cerebellum tumor slices.

Overall, NIR-trastuzumab tumor-specific imaging is a potent tool for studying HER2^+^ BCBM. It demonstrates that monoclonal antibodies and conjugated antibodies can penetrate into these cerebellar BCBMs. Furthermore, labeling trastuzumab with other imaging agents, such as PET isotopes like ^89^Zr or ^64^Cu, can provide a wide range of options for imaging HER2^+^ BCBMs (39).

### Spatial transcriptomics reveals the role of Arg1 in the invasion clusters

The TME plays a crucial role in the development, progression, and response to therapy in HER2^+^ breast cancer. The TME of HER2^+^ breast tumors is normally characterized by a complex interplay of various cell types, including cancer cells, stromal cells, immune cells, endothelial cells, and extracellular matrix components. HER2^+^ breast tumors often exhibit increased immune infiltration, with higher tumor-infiltrating lymphocyte levels than HER2-negative tumors (40). Therefore, we investigated how the HER2^+^ BCBM tumor interacts with the TME of the cerebellum. We generated spatial transcriptomics data from two biological replicates of the cerebellar BCBM generated from HP organoids. 

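The replicates were 1 formalin-fixed cerebellar section each (sections 1 and 2), with tumors grown from HP organoids, which are mouse mammary tumor organoids that carry HER2 V777L and PIK3CA H1047R. The sample labels call the organoids HP-F1 for replicate 1 and HP-B6 for replicate 2, and the paper names both HP. Transcripts were read with the Visium CytAssist assay for fixed tissue, in which probes against mouse transcripts are captured on an array of barcoded spots and counted as UMIs. A spot is a small region that can hold several cells. The authors counted UMIs with Space Ranger 2.1.1, and the deposited values are raw UMI counts per gene and spot, without normalization. The counts cover 19465 genes, with 63986887 UMIs over 3406 spots under tissue in section 1 and 71878333 UMIs over 4017 spots in section 2. The median spot held 9733.5 and 12390 UMIs. The paper reports means of 30825 and 28271 reads per spot of its region of interest, and the values here use UMIs. UMIs of the region of interest were summed over the spots of each region in each section, because spots of 1 section are not replicates. The resulting 8 libraries (2 sections of 4 regions) were scaled by the TMM method and compared by edgeR's quasi-likelihood test with the section as a block, which leaves 3 residual degrees of freedom. The test covered the 19042 genes that passed edgeR's filter on low counts. A gene was called where its Benjamini-Hochberg adjusted p was below 0.05, and counted as changed where its log2 fold change was also beyond 1 in either direction, the limits of Fig. 4D. Levels are given as TMM-scaled counts per 1000000 UMIs (CPM), and a fold change within 1 section was taken after adding 0.5 CPM.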

After QC prefiltration, qTune/qPlot, batch effect, and harmonizing the samples and clusters, we classified the samples into nine clusters (Fig. 4A; Supplementary Table S1). 

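The cluster of each spot was read from its color in Fig. 4A after the picture was aligned with the array, which placed 99.8% of the colored pixels of section 1 and 99.6% of those of section 2 on tissue. The paper used 2150 and 2976 spots after QC. The reading gave 2153 and 2977 spots, of which 4 and 0 fell under the minimum of 500 UMIs or 10 genes, leaving 2149 and 2977. Arrows drawn on the picture covered 36 and 41 of these spots, which took the cluster most common among their neighbors. The reading was set against the first 1998 of the 19465 rows of Table S1, which gives the mean counts of each gene by cluster. Across the 9 clusters the number of spots was 0.969 to 1.02 times that implied by Table S1, and the median ratio of mean counts lay between 0.976 and 1.02. Clusters 8 and 9, which make up the tumor, each lay almost wholly in 1 section. Cluster 8 had 1 spot in section 1 and 546 in section 2, and cluster 9 had 276 in section 1 and 7 in section 2. The other clusters had spots in both sections, from 9 and 48 in cluster 3 to 449 and 686 in cluster 7.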

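Clusters 2, 3, 4, 5 and 7 were summed as normal cerebellum, clusters 8 and 9 as tumor, cluster 6 as the invasion region near the tumor and cluster 1 as the invasion region near the normal cerebellum. In section 1 the tumor held 277 spots and 12089466 UMIs, the invasion region near the tumor 460 spots and 26407197 UMIs, that near the normal cerebellum 263 spots and 5262869 UMIs, and the normal cerebellum 1149 spots and 10094170 UMIs. In section 2 they held 553, 233, 376 and 1815 spots with 23814497, 8687799, 7607370 and 23329577 UMIs.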

The nine cell clusters were further categorized as normal cerebellum, tumor cluster, and invasion cluster. In particular, the invasion cluster was differentiated into cluster 1, which faced the normal cerebellum, and cluster 6, which bordered the core of the tumor lesion, to help us better understand the progression of tumor invasion (Fig. 4A). 

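Each spot of the array has at most 6 neighbors, so the place of a cluster can be given by the regions its spots touch. Of the contacts that cluster 1 made with other regions, 57.0% in section 1 and 45.9% in section 2 were with normal cerebellum and 43.0% and 53.6% with cluster 6. Contacts of cluster 1 with the tumor were 0% and 0.481%. Cluster 6 shared 29.9% and 45.5% of its outward contacts with the tumor, 43.3% and 46.8% with cluster 1, and 26.8% and 7.76% with normal cerebellum. From the side of the tumor, 92.7% and 85.4% of contacts with other regions were with cluster 6.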

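The median spot of the tumor held 45557 UMIs in section 1 and 42713 in section 2, against 7336 and 11715 in the normal cerebellum, a ratio of 6.21 and 3.65. A tumor spot held more UMIs than a normal spot in 93.9% and 97.4% of all pairs of spots, and 0.696% and 0.441% of normal spots exceeded the tumor median. The invasion region near the tumor was also high, with medians of 60206.5 and 37154 UMIs, so that it lay above the tumor in section 1 and below it in section 2. The invasion region near the normal cerebellum had 18803 and 18013.5. Both sections gave the same order of tumor over normal cerebellum, and with 1 animal each no test across spots was made. The choice that moved the ratio most was the normal region: with clusters 2 and 7 alone it was 7.33 and 3.25.

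**Figure D1:**
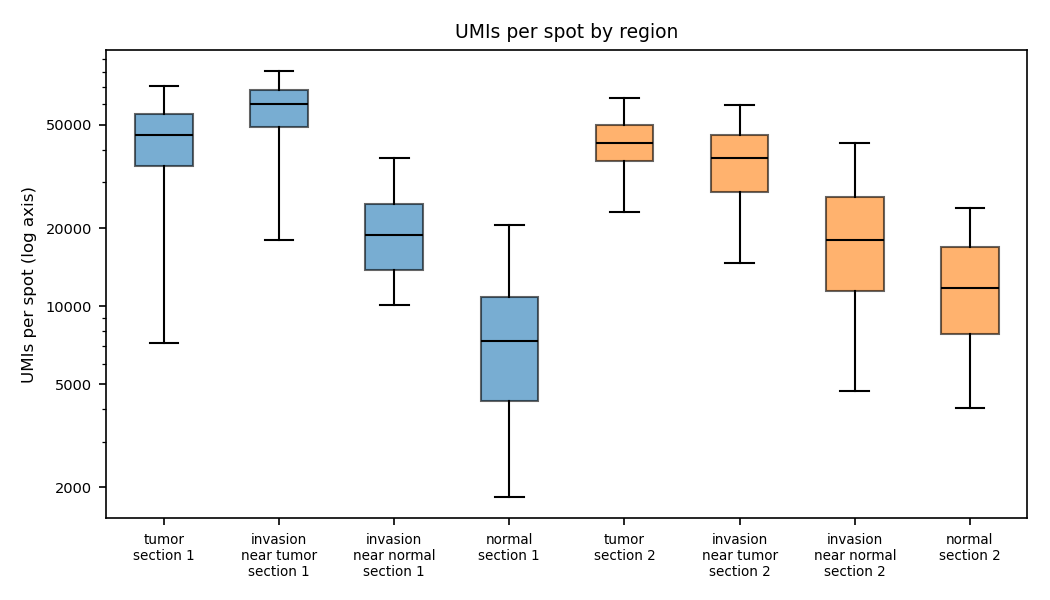
UMIs per spot (log axis) in the 4 regions of section 1 (blue) and section 2 (orange). Boxes span the quartiles with a line at the median, and whiskers reach from the 5th to the 95th percentile of spots. Medians of the tumor, 45557 and 42713, lie above those of the normal cerebellum, 7336 and 11715.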

The UMI count distinguished between the HER2^+^ BCBM tumor and the normal area (Fig. 4B), corresponding with the histologic morphology (Fig. 4C). The volcano plot highlighted the genes that were differentially expressed among tumor, invasion, and normal cerebellum clusters (Fig. 4D; Supplementary Table S2). Specifically, we set a comparison group between cluster 1, the invasive region adjacent to the normal cerebellum, and cluster 6, the region including both the invasive perimeter and the tumor lesion core, to differentiate the gradual occurrence of metastasis (Fig. 4D). 

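Of the 19042 genes tested, 4948 were changed between tumor and normal cerebellum (2172 higher in tumor, 2776 lower), 682 between tumor and invasion regions (22 higher in tumor, 660 lower) and 3963 between invasion regions and normal cerebellum (1693 higher in invasion, 2270 lower). Of 73 tested genes from the paper's text and figures, the IL34 axis and related cytokines, 34, 9 and 33 were called in these comparisons. Adjusted over the list alone, 34, 16 and 36 were called, in both cases whatever the fold change. These counts are not independent evidence, because the paper chose most of the genes on these samples. The median log2 fold change of all genes was -0.13, 0.05 and -0.16, and with library size as the only scaling the first and last became -0.52 and -0.49. That scaling shifted the split to 1110 higher and 4104 lower for tumor against normal and to 1023 and 3993 for invasion against normal. The number of changed genes moved most for tumor against invasion, to 193 when the invasion clusters were summed into 1 library per section and to 1338 with DESeq2. For tumor against normal it was lowest, 3109, without the section as a block and highest, 6915, with regions rebuilt from the profiles of Table S1. Genes changed by more than 1 log2 unit in the same direction in both sections numbered 3763 for tumor against normal, 1036 for tumor against invasion and 3285 for invasion against normal, and 267, 127 and 53 did so in opposite directions. Across genes, which are not independent replicates, the fold changes of the sections had a Pearson's r of 0.709, 0.499 and 0.780.

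**Figure D2:**
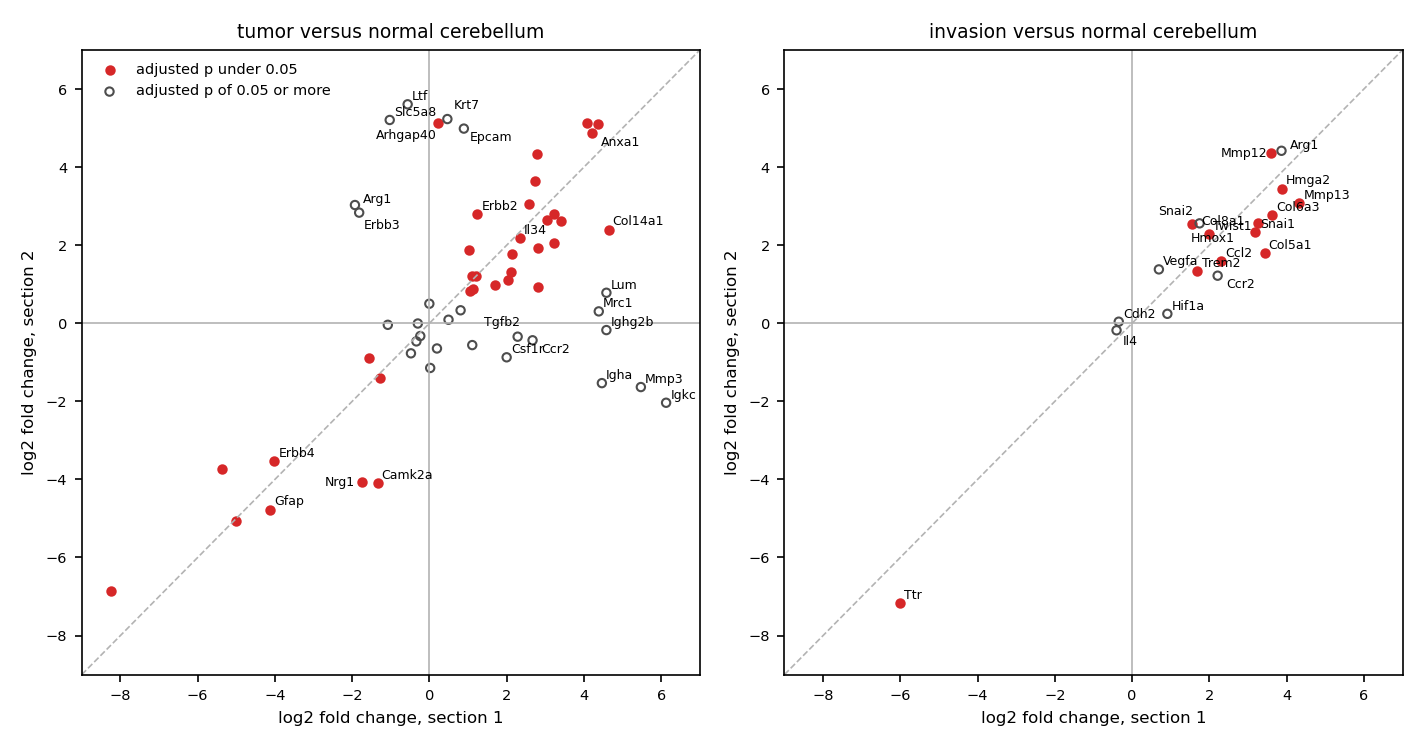
Log2 fold changes in section 1 (x axis) and section 2 (y axis) of the genes reported for tumor against normal cerebellum (left) and invasion against normal cerebellum (right). Each point is a gene, filled where its adjusted p over both sections was below 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), and the dashed line marks equal change. In the left panel, *Igkc*, *Mmp3* and *Igha* rose in section 1 and *Ltf*, *Krt7*, *Epcam* and *Slc5a8* rose mainly in section 2.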

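Between cluster 1 and cluster 6, 0 genes were changed by edgeR's quasi-likelihood test, 3547 genes had an unadjusted p below 0.05, 905 were changed with DESeq2 (755 higher in cluster 1, 150 lower) and 182 with RLE factors in edgeR. Of the 73 listed genes, 9 were called, whatever the fold change, when adjusted over the list alone. Changes beyond 1 log2 unit in the same direction in both sections were seen for 1040 genes, against 72 in opposite directions, and 69.5% of all genes had the same direction. Marker genes of cell types, listed before the data were examined, were compared as sets with limma's camera (preset correlation 0.01). Of 16 lists, 7 were called, with medians higher in cluster 1 for oligodendrocytes (log2 fold change 2.72), erythrocytes (2.47), GABA neurons (1.85), granule neurons (1.82), neutrophils (1.12) and microglia (0.86) and lower for fibroblasts (-1.35). Under fry, 3 of these calls held, and with a correlation estimated from the data 0 held. The monocyte list had a median of -0.33 against a mean of 0.03.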

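*Anxa1* was the only gene of *Mmp3*, *Epcam*, *Krt7*, *Igha*, *Ighg2b*, *Igkc* and *Anxa1* that was changed between tumor and normal cerebellum, with a log2 fold change of 4.54 (standard error 0.30, adjusted p = 6.0e-04, edgeR's quasi-likelihood test, Benjamini-Hochberg). Its level was 641 and 6164 CPM in the tumor of sections 1 and 2, 598 and 4670.4 in the invasion region near the tumor and 34.2 and 212 in the normal cerebellum, and its call was lost without the section as a block. Against the invasion regions its log2 fold change was 0.95 (standard error 0.22, adjusted p = 0.093, edgeR's quasi-likelihood test, Benjamini-Hochberg), and DESeq2 called it at 1.01. The other genes were each high in the tumor of 1 section alone. *Epcam* had 7.42 and 2325 CPM in the tumor of sections 1 and 2, a log2 fold change from normal cerebellum of 0.89 in section 1 and 4.99 in section 2 (adjusted p = 0.096 over both sections, edgeR's quasi-likelihood test, Benjamini-Hochberg). *Krt7* had 3.96 and 5056 CPM and fold changes of 0.46 and 5.23 (adjusted p = 0.19, edgeR's quasi-likelihood test, Benjamini-Hochberg). *Mmp3* went the other way, with 1299 and 3.41 CPM in the tumor and fold changes of 5.47 in section 1 and -1.63 in section 2 (adjusted p = 0.33, edgeR's quasi-likelihood test, Benjamini-Hochberg). Against the invasion regions *Mmp3* changed by 2.02 and -3.38. The immunoglobulin genes were also high in section 1. *Igkc* had 1558 and 2.82 CPM, *Igha* 404 and 1.78 and *Ighg2b* 96.4 and 1.98. In that order, adjusted p was 0.17, 0.24 and 0.15 for tumor against normal cerebellum (edgeR's quasi-likelihood test, Benjamini-Hochberg). The heavy-chain genes *Igha* and *Ighg2b* are related, and their UMIs could be split between them. DESeq2 called *Epcam* (2.95), *Krt7* (2.41), *Igkc* (4.73) and *Ighg2b* (2.96) for tumor against normal cerebellum, and *Igkc* was also called with the rebuilt regions. Against the invasion regions, 0 of the 7 genes were called in the main setting and DESeq2 also called *Ighg2b* (3.00).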

Compared with the normal cerebellum and invasive clusters, many epithelial markers and inflammatory-associated genes were upregulated in the tumor clusters, including *Mmp3*, *Epcam*, *Krt7*, *Igha*, *Ighg2b*, *Igkc*, and *Anax1* (Fig. 4D). In addition, some monocarboxylate transporters like *Slc5a8* and cell–cell adhesion markers like *Col14a1*, *Fbln7*, and *Lum* were highly expressed in tumor clusters (Fig. 4D). 

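*Fbln7* was higher in the tumor than in normal cerebellum by a log2 fold change of 3.16 (standard error 0.51, adjusted p = 0.0081, edgeR's quasi-likelihood test, Benjamini-Hochberg) and than in the invasion regions by 2.44 (standard error 0.41, adjusted p = 0.038, edgeR's quasi-likelihood test, Benjamini-Hochberg), with 118 and 63.6 CPM in the tumor of sections 1 and 2. The second difference was no longer called with library size as the only scaling (2.37) or with the invasion clusters summed (1.82). *Col14a1* rose over normal cerebellum by 3.80 (standard error 0.66, adjusted p = 0.010, edgeR's quasi-likelihood test, Benjamini-Hochberg), from 5.87 and 5.29 to 157 and 29.9 CPM, and against the invasion regions its 2.61 was called by DESeq2 and with RLE factors only. *Slc5a8* was high in section 2 alone, with 0.506 and 268 CPM in the tumor and fold changes of -1.03 in section 1 and 5.21 in section 2 (adjusted p = 0.35, edgeR's quasi-likelihood test, Benjamini-Hochberg). *Lum* was mainly high in section 1, with 2394 and 13.7 CPM in the tumor against 100.1 and 7.79 in normal cerebellum (adjusted p = 0.10, edgeR's quasi-likelihood test, Benjamini-Hochberg), and was called by DESeq2 (3.17) and with the rebuilt regions (4.88).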

Interestingly, *Ltf*, which is a protein product found in the secondary granules of neutrophils, was upregulated in tumor populations. 

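*Ltf* had 3.29 CPM in the tumor of section 1, below the 5.13 of its normal cerebellum, and 959 CPM in the tumor of section 2 against 19.2. The log2 fold change over both sections was 2.36 (standard error 1.75, adjusted p = 0.33, edgeR's quasi-likelihood test, Benjamini-Hochberg), so the difference did not exceed the spread between sections. The sum of 7 neutrophil markers was 71.7 and 68.4 CPM in the tumor of sections 1 and 2 and 44.0 and 56.8 in normal cerebellum.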

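*Clip1* was found at 141 and 331 CPM in the tumor of sections 1 and 2 and 142 and 235 in the normal cerebellum, a log2 fold change of 0.24 (standard error 0.20, adjusted p = 0.36, edgeR's quasi-likelihood test, Benjamini-Hochberg). *Clip2* was less abundant, at 13.4 and 14.2 CPM in the tumor and 16.7 and 14.3 in the normal cerebellum, a log2 fold change of -0.17 (standard error 0.24, adjusted p = 0.59, edgeR's quasi-likelihood test, Benjamini-Hochberg). Neither difference could be told from 0. The sign of *Clip1* turned with library size as the only scaling (-0.16) and with the rebuilt regions (-0.15), and that of *Clip2* with clusters 2 and 7 as the normal region (0.12) and in raw UMIs per spot (1.46).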

Some brain-dominant expressed genes like *Clip1* and *Clip2* were also found in metastatic tumors, highlighting the unique molecular heterogeneity of the tumor cluster profile (Fig. 4D). The invasion clusters exhibited enhanced gene signatures associated with cell–cell adhesion (*Col5a1*, *Col6a3*, and *Col8a1*), angiogenesis (*Hmox1*), phagocytosis (*Arg1*), and metastasis (*Mmp12* and *Mmp13*; Fig. 4D). 

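*Col5a1*, *Col6a3*, *Col8a1*, *Mmp12* and *Mmp13* were changed between invasion regions and normal cerebellum, with log2 fold changes of 2.52, 3.24, 2.90, 3.94 and 3.90 (adjusted p = 0.026, 0.0028, 0.018, 0.041 and 0.0031, edgeR's quasi-likelihood test, Benjamini-Hochberg). Without the section as a block, all of these calls were lost, those of *Col5a1* and *Col8a1* also with border spots left out, and those of *Col5a1* and *Mmp12* also with the invasion clusters summed. *Col6a3* had 1073 and 67.2 CPM in the invasion region near the tumor, 487 and 29.9 in that near the normal cerebellum and 58.7 and 6.16 in the normal cerebellum of sections 1 and 2. *Mmp12* was highest near the normal cerebellum, at 599 and 441 CPM, against 51.8 and 53.8 near the tumor, while *Mmp13* was 625 and 22.1 CPM near the tumor and 307 and 15.7 near the normal cerebellum. *Hmox1* had 1972 and 1431 CPM near the normal cerebellum, 157 and 172 near the tumor and 167 and 84.0 in the normal cerebellum. Its log2 fold change between invasion and normal cerebellum was 2.06 (standard error 0.66, adjusted p = 0.066, edgeR's quasi-likelihood test, Benjamini-Hochberg), and it was called by DESeq2 (2.14), with border spots left out (2.64) and with clusters 2 and 7 as the normal region (2.38).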

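*Arg1* (ENSMUSG00000019987) had 908 and 1750.2 CPM in the invasion region near the normal cerebellum of sections 1 and 2, 149.8 and 428 in that near the tumor, 6.16 and 329.6 in the tumor and 25.0 and 40.1 in the normal cerebellum. The log2 fold change between invasion regions and normal cerebellum was 3.87 in section 1 and 4.42 in section 2. Between the tumor and normal cerebellum the sections went in opposite directions, by -1.93 and 3.03.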

Importantly, *Arg1* gene expression was consistently upregulated in the invasion clusters across the replicate samples. *Arg1* is a marker of immunosuppressive macrophages, which can inhibit T-cell activation (41).

**Figure 4.**
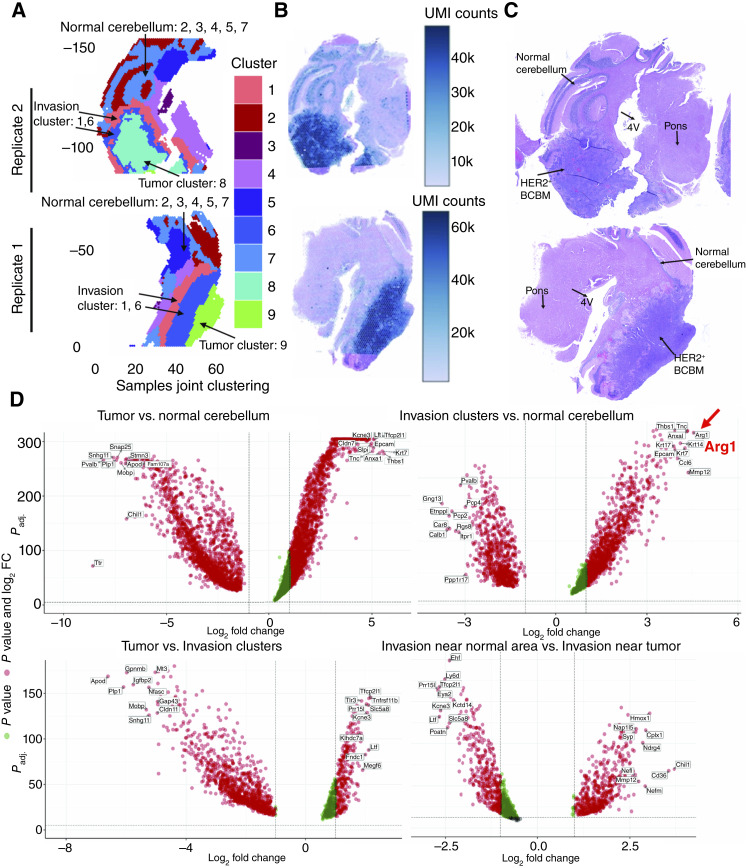
Spatial transcriptomics reveals the clusters of cells and genes in HER2^+^ BCBM. **A,** Sample joint clustering in the duplicate samples of spatial transcriptomics in the HER2^+^ breast cancer cerebellum metastasis model. The average expression of the whole genome in each cluster is provided in Supplementary Table S1. **B,** Tissue plot with spots colored by UMI count in duplicate samples. **C,** Hematoxylin and eosin staining of biological duplicate samples for spatial genome-wide sequencing. **D,** Volcano plot illustrating genes meeting cutoffs for differential expression [log-fold change (logFC2) >1, *P*_adj._ < 0.05] between tumor vs. normal cerebellum, tumor vs. invasion clusters, invasion clusters vs. normal cerebellum, and invasion clusters near the normal area vs. invasion near the tumor. A list of the significantly altered genes in replicate two is provided in Supplementary Table S2.

Consistently, several inflammatory genes are increased in the BCBM tumors, including *Cgas*, *Jak2*, *Stat1*, *Stat3*, and *Nfkb1* (Supplementary Fig. S2). 

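*Cgas* and *Nfkb1* were changed between tumor and normal cerebellum, with log2 fold changes of 1.39 (standard error 0.31, adjusted p = 0.021, edgeR's quasi-likelihood test, Benjamini-Hochberg) and 1.22 (standard error 0.22, adjusted p = 0.0098, edgeR's quasi-likelihood test, Benjamini-Hochberg). Levels of *Nfkb1* rose from 32.3 and 31.6 to 75.2 and 74.0 CPM in sections 1 and 2, and those of *Cgas* from 6.54 and 6.36 to 22.2 and 13.0 CPM. The call of *Cgas* was lost without the section as a block. *Stat3* was called with a rise of 0.92 (standard error 0.21, adjusted p = 0.023, edgeR's quasi-likelihood test, Benjamini-Hochberg), under the limit of 1, and lost this call under 4 alternatives (library size as the only scaling, no section as a block, rebuilt regions and invasion clusters summed). *Jak2* changed by 0.54 (standard error 0.29, adjusted p = 0.19, edgeR's quasi-likelihood test, Benjamini-Hochberg).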

High expression of *Trem2*, *TGFβ*, and *Ifngr1* in Supplementary Fig. S2D suggests that HER2^+^ BCBMs attract immunosuppressive cells like regulatory T cells, myeloid-derived suppressor cells, and tumor-associated macrophages, thereby creating an immunosuppressive TME. 

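*Tgfb1* rose from 61.0 and 64.0 CPM in the normal cerebellum of sections 1 and 2 to 267 and 219.9 in the tumor, a log2 fold change of 1.95 (standard error 0.20, adjusted p = 0.0020, edgeR's quasi-likelihood test, Benjamini-Hochberg), with 332 and 249 CPM in the invasion region near the tumor and 299 and 280.0 in that near the normal cerebellum. *Trem2* was not higher in the tumor than in normal cerebellum, with 91.5 and 38.5 CPM against 90.8 and 86.0 and a log2 fold change of -0.55 (standard error 0.39, adjusted p = 0.30, edgeR's quasi-likelihood test, Benjamini-Hochberg), although its raw UMIs per spot rose by 1.06 on the log2 scale. It was higher in the invasion regions than in normal cerebellum, by 1.52 (standard error 0.35, adjusted p = 0.028, edgeR's quasi-likelihood test, Benjamini-Hochberg), and lower in the tumor than in the invasion regions, with a log2 fold change of -2.07 (standard error 0.37, adjusted p = 0.044, edgeR's quasi-likelihood test, Benjamini-Hochberg). Both calls were lost without the section as a block and with the invasion clusters summed. Supplementary Fig. S2D, which the paper cites for *Trem2*, plots a representative tissue sample and appears to show raw UMIs per spot.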

HER2 signaling can upregulate cytokines such as IL6 and chemokines like CCL2, promoting a proinflammatory and immunosuppressive environment conducive to tumor growth and metastasis. In fact, inflammation is the key step that will result in neurodegenerative disease (42) and primary brain tumors (43). Cerebellar granule cells undergo major processes of neural development and synaptic connections, which are sensitive to the chemokines and cytokines secreted by immunogenic or tumor cells. *Vegfa*, *Hif1a*, and *Hmox1* are highly expressed in the invasion clusters, correlating with increased angiogenesis (Supplementary Fig. S2E).

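*Vegfa* had 193 and 216 CPM in the invasion region near the normal cerebellum of sections 1 and 2, 53.4 and 118 in that near the tumor, 37.9 and 361 in the tumor and 63.0 and 61.2 in the normal cerebellum. Its log2 fold change between invasion and normal cerebellum was 0.97 (standard error 0.70, adjusted p = 0.31, edgeR's quasi-likelihood test, Benjamini-Hochberg). *Hif1a* had 336 and 321 CPM near the normal cerebellum, 291 and 197 near the tumor, 225 and 159 in the tumor and 167 and 213 in the normal cerebellum, with a log2 fold change between invasion and normal cerebellum of 0.55 (standard error 0.24, adjusted p = 0.13, edgeR's quasi-likelihood test, Benjamini-Hochberg). *Hif1a* was highest next to the normal cerebellum in both sections and *Vegfa* in section 1, whereas in section 2 *Vegfa* was highest in the tumor. Neither difference over both sections was called by this test. Its spread is shared by all 4 regions, so the *Vegfa* levels of 37.9 and 361 CPM in the tumor also enter it. For *Hmox1*, the change between cluster 1 and cluster 6 was 3.65 and 3.05 in the sections, and 3.39 (standard error 0.75, adjusted p = 0.13, edgeR's quasi-likelihood test, Benjamini-Hochberg) over both, a difference that DESeq2 called (3.34) and that turned to -0.75 with the border by epithelial markers in section 2.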

These results demonstrate that distinct gene expression panels exist in the tumor, normal cerebellum, and invasion clusters. *Arg1* in the invasion clusters suggests its role in prometastatic potency. However, it is unknown which cell types mediate the invasion by interacting with normal cells in the cerebellum.

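Over both sections *Arg1* was higher in the invasion regions than in normal cerebellum by a log2 fold change of 4.09 (standard error 1.22, adjusted p = 0.056, edgeR's quasi-likelihood test, Benjamini-Hochberg), which falls just outside the limit on the adjusted p although both sections rose. The spread behind this test is shared by all 4 regions. The tumor, with 6.16 and 329.6 CPM in sections 1 and 2, also enters it although it is not part of this comparison. It was called by DESeq2 (4.17, adjusted p = 1.6e-05), with the rebuilt regions (3.77), with border spots left out (4.92) and with clusters 2 and 7 as the normal region (4.07); over all alternatives with a test the adjusted p ran from 1.6e-05 to 0.14. From the invasion regions to the tumor it fell by 5.80 log2 units in section 1 and fell by 1.39 in section 2, over both sections -2.67 (standard error 1.19, adjusted p = 0.39, edgeR's quasi-likelihood test, Benjamini-Hochberg), a difference that DESeq2 called (-2.56). From the rise of *Arg1* in the invasion clusters, the paper proposes that the gene has a part in the capacity of these tumors to spread.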

### Distinguished enrichment of pathways and cell types in the spatial landscape

HER2^+^ breast tumors can attract immune cells to the TME through various mechanisms, including the secretion of chemokines and cytokines. Tumor-infiltrating immune cells, such as T, B, natural killer, and dendritic cells, interact with HER2^+^ cancer cells and influence tumor growth, invasion, and metastasis (44). We tested whether HER2 activation in cancer cells can produce cytokines, chemokines, and growth factors that modulate the TME in the scenario of cerebellar metastasis. 

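The hallmark gene sets were not used here; gene lists written for 9 such programs stand in for them. Each list's fold changes between tumor and normal cerebellum were compared with those of all other genes by limma's camera, adjusted (Benjamini-Hochberg) over 9 lists in 2 comparisons. The EMT and matrix list (29 genes) had a median log2 fold change of 2.71 (limma camera, adjusted p = 4.5e-08), with 3.73 in section 1 and 1.66 in section 2. Medians were 1.96 for interferon genes, 1.54 for cell cycle genes, 1.33 for IL6, JAK and STAT3 genes, 1.31 for TNF and NF-κB genes and 1.06 for MYC targets (limma camera, adjusted p = 4.8e-07, 1.2e-19, 1.2e-04, 9.8e-05 and 7.2e-05). These 6 calls also held under fry, and 0 held with a correlation between genes estimated from the data, the alternative that moved them most. Hypoxia genes had a median of 0.84 with opposite signs in the sections (-0.34 and 1.36), complement genes -0.07 (0.94 and -0.93), and neither was called (limma camera, adjusted p = 0.11 and 0.72). Genes of oxidative phosphorylation, the 1 metabolic list, had a median of -0.21 (limma camera, adjusted p = 0.054) and were called lower by fry.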

The GSEA analysis using the hallmark gene set indicated that tumor versus normal cerebellum DEGs were significantly enriched for genes related to inflammation, epithelial–mesenchymal transition (EMT), cell cycle, and metabolism (Fig. 5A and B; Supplementary Table S3). These data confirmed the distinct cluster properties in the tumor, normal cerebellum, and invasion edge.

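Between tumor and invasion regions, 1 of the 9 lists was called by limma's camera: complement genes were lower in the tumor, with a median log2 fold change of -0.95 (adjusted p = 1.7e-04), a call that fry did not make. The other medians lay between -0.18 (hypoxia) and 0.22 (interferon). The EMT and matrix list had a median of -0.07 (0.65 in section 1 and -0.68 in section 2) and a mean of -0.09 while camera ranked it upward, and the oxidative phosphorylation list a median of 0.00 and a mean of -0.11. Summed levels of the EMT and matrix list were 95665 and 18882 CPM in the tumor of sections 1 and 2, 102160 and 19659 in the invasion region near the tumor, 39653 and 25970 in that near the normal cerebellum and 7578 and 4145 in the normal cerebellum.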

**Figure 5.**
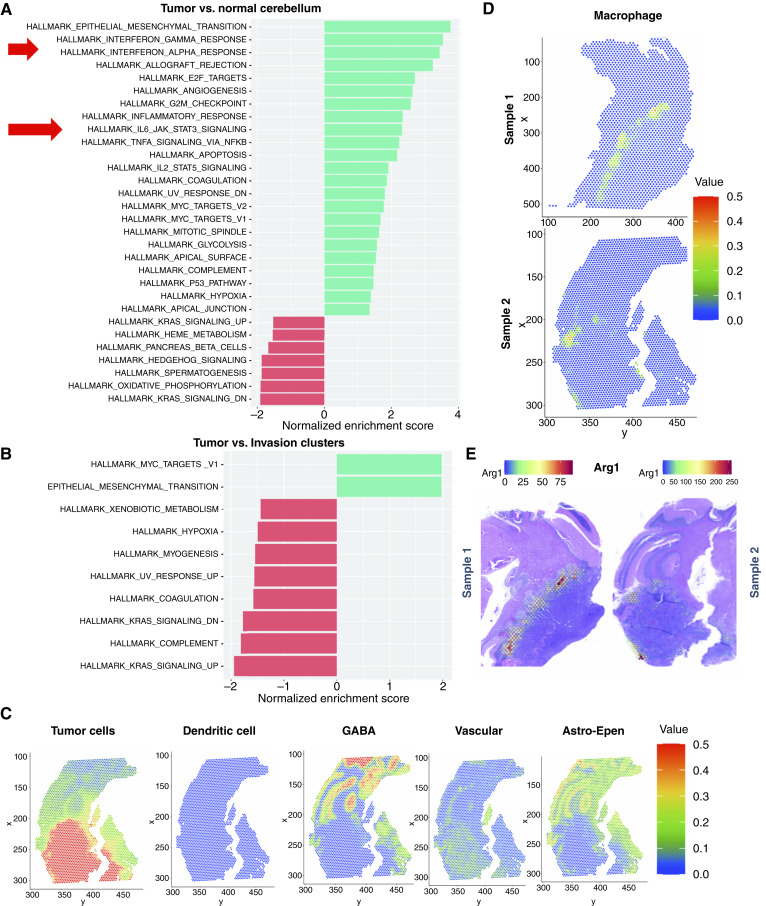
Enrichment of pathways and cell types in the spatial landscape of tumor, invading, and normal cerebellum clusters. **A,** Gene sets significantly enriched in tumors compared with normal cerebellum as identified via GSEA (*P* < 0.05). ES (enrichment score) and −log_10_ (*P* values) of pathways are shown. GSEA was performed using the hallmark gene sets in the Molecular Signatures Database (version 7.5.1). A list of the hallmark genes in replicate one is provided in Supplementary Table S3. **B,** Gene sets significantly enriched in tumors compared with invasion clusters as identified via GSEA (*P* < 0.05). ES (enrichment score) and −log_10_ (*P* values) of pathways are shown from GSEA performed using hallmark gene sets in the Molecular Signatures Database (version 7.5.1). A list of the hallmark genes in replicate one is provided in Supplementary Table S3. **C,** Integrated spatial distribution panel of cell types of prediction in duplicate samples. Cell types are identified by a combination of snRNA and spatial transcriptomics technology. **D,** Spatial distribution of macrophages as indicated in duplicate samples. **E,** Spatial distribution of Arg1 as indicated in duplicate samples.

The TME plays a critical role in shaping behavior and response to therapy in HER2^+^ BCBMs. Elucidating the complex interactions between HER2 signaling and the TME components is essential for developing novel therapeutic approaches to overcome treatment resistance and improve outcomes for patients with HER2^+^ BCBMs. We next differentiated the cell types by integrating our spatial transcriptomics data with scRNA-seq data (Fig. 5C). 

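The single-cell references were not used here, so levels of marker genes are given by region and no makeup of cell types. The sum of 9 epithelial genes (*Epcam*, *Krt8*, Krt19, Cldn3, Cldn4, Cldn7, Cdh1, Elf3 and Esrp1) was 9518 CPM in the tumor of section 2, 6304 in the invasion region near the tumor, 2239 in that near the normal cerebellum and 301.6 in the normal cerebellum. In section 1 the same sums were 47.2, 52.9, 39.7 and 36.4 CPM. The list was called between tumor and normal cerebellum over both sections, with a median log2 fold change of 2.37 (limma camera, adjusted p = 0.027) that rests on section 2: the median was -0.16 in section 1 and 4.96 in section 2. The call did not hold under fry.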

The tumor cell signature can be clearly seen in red in Fig. 5C (left). 

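Summed markers of GABA neurons (Gad1, Gad2, Slc32a1, Pvalb, Calb1 and *Pcp2*) fell from 2420.3 and 3454 CPM in the normal cerebellum of sections 1 and 2 to 491 and 588 in the invasion region near it, 107 and 136 in that near the tumor and 27.3 and 19.8 in the tumor. The median log2 fold change between tumor and normal cerebellum was -6.18 (limma camera, adjusted p = 2.6e-05). Markers of astrocytes and ependyma summed to 5799.5 and 8234 CPM in the normal cerebellum and 394 and 4479.6 in the tumor, with a median of -4.50 (limma camera, adjusted p = 0.0013). Most of the tumor's sum in section 2 was *Gja1*, at 3969.6 CPM against 202 in section 1. Granule neurons, oligodendrocytes and choroid plexus had medians of -5.76, -5.76 and -2.77, and all 5 calls held under fry.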

The γ-aminobutyric acid (neurons) and Astro-Epen–positive (glial) cell populations are mainly located in the normal cerebellum area. There are immune cells, like myeloid leukocytes and stroma cell types, enriched in the tumor cohort; however, we did not see a significant difference in the infiltration of T, B, and dendritic cells. 

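Summed fibroblast markers were 46044 and 407 CPM in the tumor of sections 1 and 2 and 2678 and 177 in the normal cerebellum, a median log2 fold change of 2.69 (limma camera, adjusted p = 0.012), and the median was 4.14 in section 1 and 0.78 in section 2. In section 1 *Col1a1* alone held 45.1% of the tumor's sum. Macrophage markers had a median of 0.78 (limma camera, adjusted p = 0.042) with 1.80 in section 1 and -0.07 in section 2, so that the call rests on section 1. Neither call held under fry. Monocyte markers summed to 2255 and 104 CPM in the tumor and 155 and 77.4 in the normal cerebellum and were not called, nor were neutrophil and microglia markers, with medians of 1.11, -0.02 and -0.94. The neutrophil list had a mean of 0.15. Lists of T cells, B and plasma cells and dendritic cells had medians of 0.98, 1.14 and -0.02 between tumor and normal cerebellum and were not called (limma camera, adjusted p = 0.23, 0.22 and 0.62). The sections differed: T cell markers summed to 253 and 10.4 CPM in the tumor of sections 1 and 2 against 44.6 and 18.1 in the normal cerebellum, B and plasma cell markers to 317 and 13.7 against 37.5 and 22.2, and dendritic cell markers to 63.3 and 18.1 against 74.6 and 95.3.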

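The sum of 10 macrophage markers (among them *Cd68*, Adgre1, C1qa, *Csf1r*, *Mrc1* and *Lyz2*) was 7834 and 6480.5 CPM in the invasion region near the normal cerebellum of sections 1 and 2, 8221 and 2963 in that near the tumor, 6939 and 1437 in the tumor and 2057 and 1928 in the normal cerebellum. Between invasion regions and normal cerebellum the median log2 fold change was 1.64 (limma camera, adjusted p = 8.0e-04), with 1.85 in section 1 and 1.34 in section 2. From invasion regions to tumor it was -0.88 (limma camera, adjusted p = 0.049). Neither call held under fry. *Arg1* and the markers were both highest near the normal cerebellum in section 2, whereas in section 1 the markers were highest near the tumor. Markers of monocytes, neutrophils, fibroblasts and vessels also rose from normal cerebellum to the invasion regions, with medians of 1.60, 0.87, 1.78 and 1.09, and of these 4 calls by camera that of neutrophils held under fry.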

Interestingly, macrophage cells are significantly upregulated in the invasion clusters (Fig. 5D), consistent with the *Arg1* spatial distribution (Fig. 5E).

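Across spots, the sum of macrophage markers and *Arg1*, both per 10000 UMIs, had a Spearman's rho of 0.526 in section 1 and 0.289 in section 2. Within the spots of the 2 invasion clusters together the rho was 0.206 and 0.348. Within cluster 1 alone it was 0.0986 and 0.146, and within cluster 6 alone -0.0594 and -0.123. Spots of 1 section are not independent, so no p-value is given. An *Arg1* UMI was present in 39.5% of the 2149 spots of section 1 and 52.9% of the 2977 spots of section 2.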

In summary, we identified macrophages at the invading edge, overlapping with increased *Arg1* transcript expression seen in the spatial transcriptomics data. Understanding the interactions between HER2^+^ BCBM and the TME in the cerebellum is essential for developing effective therapeutic strategies for brain metastasis.

### Spatial transcriptomics panels reveal a cluster-type “gradient” as HER2^+^ tumor invades the cerebellum

Previous studies have shown that ErbB2 and ErbB4 are constitutively expressed in granule cells during the first 2 to 3 weeks postnatally (45), suggesting that dimerization, such as ErbB2/ErbB4 or ErbB4/ErbB4, may be important for processes such as granule cell migration, neuronal connection, and synaptic formation. We analyzed gene expressions in specific cell subtypes. *HER2*, *EGFR*, and *HER3* were upregulated in the tumor clusters, along with increased downstream signaling genes, *Akt* and *Mapk1*, suggesting that a combination of HER2 with EGFR or HER3 was required to form functional receptors in cerebellar metastatic tumors (Fig. 6A). In contrast, *HER4* is mainly expressed in the normal cerebellum clusters, revealing its role in the normal cerebellum (Supplementary Fig. S2A). 

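*Erbb2* was counted with probes against the mouse transcript, whereas the transgene of these tumors is human HER2. With this limit, *Erbb2* rose from 6.62 and 8.58 CPM in the normal cerebellum of sections 1 and 2 to 16.2 and 62.6 in the tumor, a log2 fold change of 2.09 (standard error 0.42, adjusted p = 0.015, edgeR's quasi-likelihood test, Benjamini-Hochberg) that was no longer called without the section as a block. *Egfr* rose by 1.79 (standard error 0.34, adjusted p = 0.012, edgeR's quasi-likelihood test, Benjamini-Hochberg), from 14.4 and 11.4 to 63.5 and 29.2 CPM. *Erbb3* (HER3) went in opposite directions, with 3.04 and 160.3 CPM in the tumor against 12.0 and 22.1 in the normal cerebellum, and over both sections changed by 0.61 (standard error 1.37, adjusted p = 0.74, edgeR's quasi-likelihood test, Benjamini-Hochberg). *Akt1* rose by 1.15 (standard error 0.18, adjusted p = 0.0068, edgeR's quasi-likelihood test, Benjamini-Hochberg). From the rise it reports for these receptor and signaling genes in the tumor clusters, the paper proposes that HER2 needs EGFR or HER3 as its partner in cerebellar tumors.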

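*Erbb4* (HER4) had 19.9 and 27.6 CPM in the normal cerebellum of sections 1 and 2, 5.89 and 8.33 in the invasion region near it, 2.69 and 5.02 in that near the tumor and 0.759 and 1.93 in the tumor. The log2 fold change between tumor and normal cerebellum was -4.20 (standard error 0.37, adjusted p = 0.0012, edgeR's quasi-likelihood test, Benjamini-Hochberg), with -4.01 in section 1 and -3.53 in section 2.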

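*Egf* had 4.05 and 2.82 CPM in the tumor of sections 1 and 2 and 5.28 and 4.09 in the normal cerebellum, a log2 fold change of -0.46 (standard error 0.26, adjusted p = 0.21, edgeR's quasi-likelihood test, Benjamini-Hochberg), whereas in raw UMIs per spot it was higher in the tumor (1.16). *Nrg1* was lower in the tumor, with 11.2 and 2.18 CPM against 39.0 and 44.4 and a log2 fold change of -3.0 (standard error 0.74, adjusted p = 0.030, edgeR's quasi-likelihood test, Benjamini-Hochberg). The call of *Nrg1* was lost without the section as a block and with clusters 2 and 7 as the normal region (-1.60). *Nrg2* was also lower, with 1.10 and 0.939 CPM against 3.42 and 3.34 and a log2 fold change of -1.74 (standard error 0.29, adjusted p = 0.0083, edgeR's quasi-likelihood test, Benjamini-Hochberg).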

The EGF family ligands, *Egf*, *Nrg1*, and *Nrg2*, are expressed in both the normal cerebellum and the BCBM tumor (Supplementary Fig. S2B).

**Figure 6.**
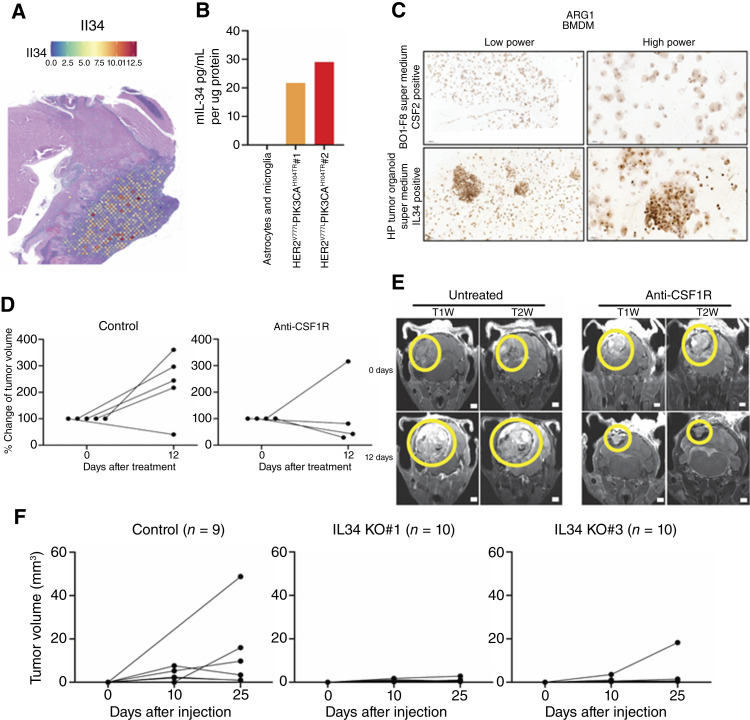
IL34-induced Arg1 expression at the invading edge in cerebellum metastasis of HER2^+^ breast cancer. **A,** Spatial feature plot of *IL34* in a representative murine tissue sample. **B,** ELISA test result of IL34 protein level from astrocytes and microglial cells, HP breast cancer organoid cells. **C,** Mouse BMDM was cultured with conditioned media supernatant from BO1 cells or HP tumor organoid cells for 24 hours, and the IHC staining of ARG1 was performed on cytospin slides of the cocultured cells. **D,** Percent change of tumor volume in the control and anti-CSF1R mAb mouse groups. **E,** The representative contrast-enhanced T1W and T2W images of MRI showed the cerebellar tumor volume change at 0 and 12 days after treatment in the control and anti-CSF1R mAb groups. Briefly, 5,000 cells from HP breast cancer organoids were injected into the mouse cerebellum as described in the methods. **F,** Change of tumor volume in the control and IL34 knockout mouse groups.

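Of the cytokines compared with *Tgfb1*, *Tgfb3* came closest, with 190.4 and 228 CPM in the tumor of sections 1 and 2, so that it stood below *Tgfb1* in section 1 and slightly above it in section 2. *Tgfb2* had 95.9 and 18.5 CPM. Much lower were *Il1b* with 27.7 and 23.4, *Tnf* with 12.2 and 14.6, *Il6* with 0.928 and 1.68, *Il10* with 3.63 and 1.19 and *Ifng* with 4.72 and 0.297 CPM. *Tgfb3* rose from normal cerebellum to tumor by 2.83 (standard error 0.21, adjusted p = 7.0e-04, edgeR's quasi-likelihood test, Benjamini-Hochberg) and was also higher in the tumor than in the invasion regions, by 1.21 (standard error 0.16, adjusted p = 0.017, edgeR's quasi-likelihood test, Benjamini-Hochberg). The second call was lost with the rebuilt regions (1.12) and with the invasion clusters summed (0.75). Levels of different genes depend on the probes of each gene, so their order is approximate.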

Particularly, *Tgfb1* expression levels are much higher than those of other cytokines (Supplementary Fig. S2D). In addition, *Ifngr*, a receptor of the type II class of IFNs, which are Jak-Stat-Gas pathway–specific cytokines, is mainly localized in the tumor area (Supplementary Fig. S2D). Both cytokines and growth factors can trigger Jak–Stat–Gas signaling. 

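*Ifngr1* had 278 and 93.3 CPM in the tumor of sections 1 and 2, 226 and 102 in the invasion region near the tumor, 94.0 and 100.3 in that near the normal cerebellum and 39.3 and 49.0 in the normal cerebellum. The log2 fold change between tumor and normal cerebellum was 1.89 (standard error 0.53, adjusted p = 0.042, edgeR's quasi-likelihood test, Benjamini-Hochberg), and between tumor and invasion regions 0.46 (standard error 0.43, adjusted p = 0.70, edgeR's quasi-likelihood test, Benjamini-Hochberg). The first call was lost with library size as the only scaling, without the section as a block, with border spots left out and with the invasion clusters summed.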

The STING pathway detects extracellular DNA, which can indicate either a foreign invader, such as a virus, or damage to host tissue or cells. HER2 recruits AKT1 to disrupt STING signaling and suppress antiviral defense and antitumor immunity (46).

EMT is the mechanism for invasion in many types of cancer. *Snail*, *Snail2*, *Twist1*, and *Cdh2* are increased in both tumor and invasion clusters (Supplementary Fig. S2F), indicating that EMT is a necessary step for cerebellum metastasis. 

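*Snai1*, *Snai2* and *Twist1* were higher in the tumor than in normal cerebellum, by log2 fold changes of 2.69, 3.13 and 2.99 (adjusted p = 0.0034, 0.0053 and 0.0044, edgeR's quasi-likelihood test, Benjamini-Hochberg), and in the invasion regions by 2.81, 2.13 and 2.30 (adjusted p = 0.0044, 0.016 and 0.010, edgeR's quasi-likelihood test, Benjamini-Hochberg). Without the section as a block, *Snai1* and *Twist1* were no longer called in either comparison. *Snai1* reached 96.6 and 24.3 CPM in the tumor of sections 1 and 2, *Snai2* 79.8 and 53.5 and *Twist1* 70.7 and 19.1. *Cdh2* did not rise, with 29.5 and 30.5 CPM in the tumor, 32.7 and 58.1 in the invasion region near the tumor and 41.6 and 52.6 in the normal cerebellum. Its log2 fold changes were -0.63 (standard error 0.24, adjusted p = 0.092, edgeR's quasi-likelihood test, Benjamini-Hochberg) for tumor and -0.16 (standard error 0.20, adjusted p = 0.57, edgeR's quasi-likelihood test, Benjamini-Hochberg) for invasion. *Cdh2* was called lower in the tumor with library size as the only scaling (-1.02) and with the rebuilt regions (-0.95), and in raw UMIs per spot it was higher in tumor (0.99) and invasion (1.03). Supplementary Fig. S2F, which the paper cites here, plots a representative tissue sample and appears to show raw UMIs per spot.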

HER2 is reported to induce TGFβ/SMAD signaling to further activate Snail and Snail2 (47), and this mechanism aligns with the Erbb2–Tgfb1–Snail/Snail2/Twist1 cascade we observed.

In summary, inflammation in the TME of HER2^+^ BCBM has a potential role in tumor development. Understanding the complex interactions between HER2 signaling and the immune system is crucial for developing effective immunotherapeutic strategies and improving outcomes for patients with HER2^+^ BCBMs.

### IL34 secretion by breast cancer cells induces ARG1^+^ macrophages, and a blocking antibody reduces BCBM growth

We hypothesized that cytokines or chemokines specifically secreted by the tumor organoid cells could induce macrophage polarization at the invading edge in the BCBM models. 

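*Il34* (ENSMUSG00000031750) had 80.9 and 79.1 CPM in the tumor of sections 1 and 2, 72.1 and 72.1 in the invasion region near the tumor, 18.4 and 31.3 in that near the normal cerebellum and 15.6 and 17.1 in the normal cerebellum. The log2 fold change between tumor and normal cerebellum was 2.29 (standard error 0.25, adjusted p = 0.0023, edgeR's quasi-likelihood test, Benjamini-Hochberg), with 2.34 in section 1 and 2.18 in section 2. In raw UMIs per spot, 3.46 and 2.89 in the tumor and 0.183 and 0.237 in the normal cerebellum, it was 3.92. Between tumor and invasion regions it was 0.93 (standard error 0.20, adjusted p = 0.082, edgeR's quasi-likelihood test, Benjamini-Hochberg), and DESeq2 called this difference (0.98). In all, 2961 and 2819 UMIs of *Il34* were counted, and 43.0% and 40.5% of spots held at least 1.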

The spatial transcriptomics data showed that *IL34* was highly expressed in the tumor area (Fig. 6A). Cerebellar neurons do not express IL34, and *IL34* knockout mice do not show changes in the microglia cell number in the cerebellum and brainstem (48). Therefore, we tested whether the breast cancer cells expressed IL34 protein using an ELISA assay. IL34 was detected in protein lysates from HP breast cancer cells but not from C57BL/6 mouse brain astrocytes or microglia (Fig. 6B). BMDMs from C57BL/6 mice were incubated with conditioned media from the HP breast cancer cells, and Arg1 protein expression was induced (Fig. 6C).

Cerebellar microglia homeostasis requires CSF1R, but they are not IL34-dependent (49). Microglia in the mouse cerebellum show distinct transcriptional profiles compared with other cell types (50). To assess how macrophages and microglia are spatially and functionally distributed in HER2^+^ BCBM, we examined their localization across tumor and invasion clusters (Supplementary Fig. S3A; Figs. 2C and 5E). ARG1, a marker of immunosuppressive macrophages (41), was enriched at the invasion border near normal cerebellum, whereas other macrophage/microglia markers (*CD11b*, *Iba1*, *Tmem119*, *Cd68*, and *Cd45*) were primarily found in tumor clusters (Supplementary Fig. S3A; Fig. 4D). 

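The border was drawn between clusters 6, 8 and 9 on the inside and the other clusters on the outside, and distance was counted in steps of the array, with CPM left without TMM scaling. *Arg1* peaked 2 steps outside this border in both sections, at 892.6 and 1774 CPM. From 1 to 3 steps outside it had 769.8 and 1429 CPM, against 261.4 and 335.9 from 1 to 3 steps inside, 24.7 and 272.9 at 4 or more steps inside, and 129.5 and 127.3 at 4 or more steps outside. The ratio of 1 to 3 steps outside to 4 or more inside was 31.1 and 5.24. It moved most with a border drawn from epithelial markers in section 2, to 1.23 with a peak 1 step inside that border. In raw UMIs per spot it was 8.75 and 2.62, with the peak 1 step inside in section 1, where 1 to 3 steps outside had 11.6 UMIs per spot and 1 to 3 steps inside 12.9. The 1% of spots with the most *Arg1* held 15.3% and 17.5% of its UMIs, and without them the ratio was 26.7 and 4.01. Of the other markers, *Itgam* (CD11b) had 124 and 42.7 CPM in the tumor, 179.9 and 73.2 in the invasion region near the tumor and 268 and 205 in that near the normal cerebellum. *Cd68* had 369.8 and 117 CPM in the tumor, 853 and 258 near it and 1449 and 942 near the normal cerebellum. Log2 fold changes from invasion regions to tumor were -1.14 for *Itgam* and -1.83 for *Cd68* (adjusted p = 0.26 and 0.070, edgeR's quasi-likelihood test, Benjamini-Hochberg), and that of *Cd68* was called by DESeq2 and with RLE factors. *Aif1* (Iba1), *Tmem119* and *Ptprc* (CD45) changed by 0.01, 0.04 and -0.39 over both sections, with 0.71, 0.44 and 0.20 in section 1 and -1.07, -0.49 and -1.13 in section 2. None of the 5 was changed between tumor and normal cerebellum.

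**Figure D3:**
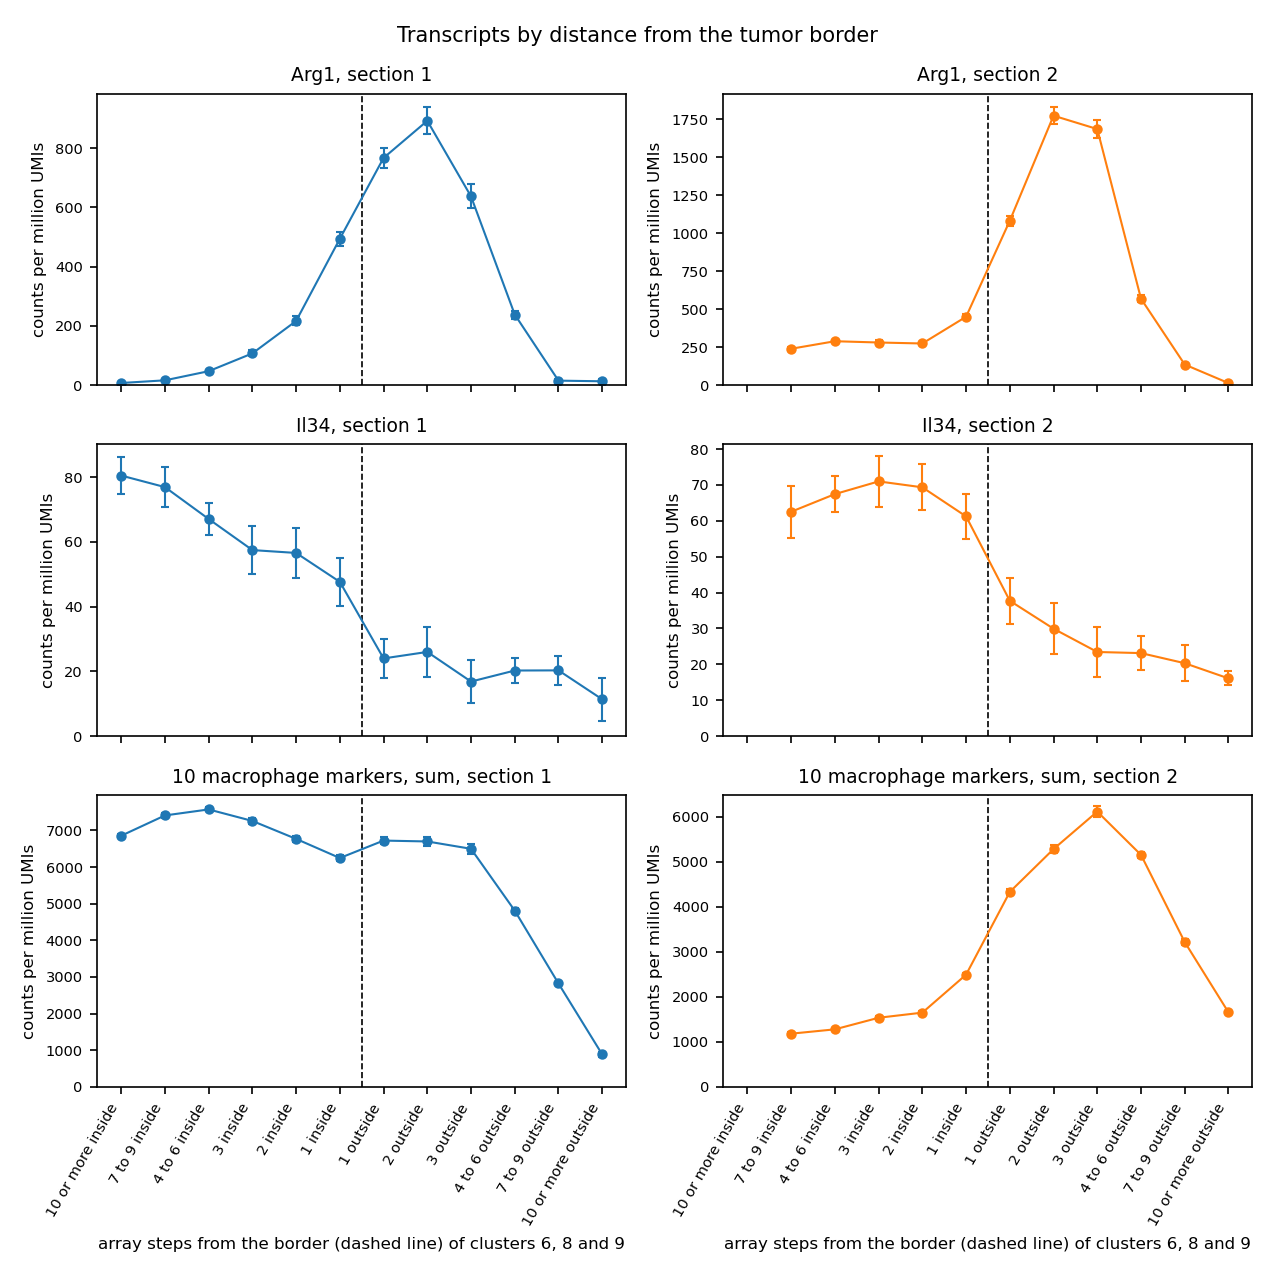
CPM of *Arg1*, *Il34* and the sum of 10 macrophage markers by array steps from the border (dashed line) of clusters 6, 8 and 9, in section 1 (left) and section 2 (right). Points are summed UMIs of all spots at a distance and bars are 95% intervals for counting error. *Arg1* peaks 2 steps outside in both sections, at 892.6 and 1774 CPM, while *Il34* falls across the border.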

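*Camk2a* had 32.0 and 33.2 CPM in the normal cerebellum of sections 1 and 2, 11.4 and 6.97 in the invasion region near it, 8.81 and 3.60 in that near the tumor and 12.2 and 1.48 in the tumor. The log2 fold change between tumor and normal cerebellum was -2.77 (standard error 0.76, adjusted p = 0.040, edgeR's quasi-likelihood test, Benjamini-Hochberg), with -1.34 in section 1 and -4.08 in section 2. The call was lost without the section as a block and with the invasion clusters summed.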

*Camk2a*, a microglial functional marker, was restricted to normal brain regions (Supplementary Fig. S2A). Chemokines like *IL4*, *CCL2*, and *CCR2* were upregulated in tumor and invasion zones (Supplementary Fig. S3B), suggesting a role in macrophage recruitment and polarization. 

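*Ccl2* was higher in the invasion regions than in normal cerebellum by a log2 fold change of 2.02 (standard error 0.27, adjusted p = 0.0061, edgeR's quasi-likelihood test, Benjamini-Hochberg), with 58.9 and 27.3 CPM near the normal cerebellum, 21.0 and 7.59 near the tumor and 6.84 and 4.49 in the normal cerebellum of sections 1 and 2. This call was lost without the section as a block. In the tumor *Ccl2* had 9.78 and 4.80 CPM, a log2 fold change from normal cerebellum of 0.29 (standard error 0.28, adjusted p = 0.45, edgeR's quasi-likelihood test, Benjamini-Hochberg) that reached 0.95 and was called with clusters 2 and 7 as the normal region and was -0.10 with library size as the only scaling and -0.01 with the rebuilt regions. *Ccr2* had 117 and 7.07 CPM in the tumor, 137 and 21.2 near it, 52.7 and 25.7 near the normal cerebellum and 18.1 and 9.78 in it. Its log2 fold changes were 1.30 (standard error 0.83, adjusted p = 0.26, edgeR's quasi-likelihood test, Benjamini-Hochberg) for tumor and 1.68 (standard error 0.73, adjusted p = 0.13, edgeR's quasi-likelihood test, Benjamini-Hochberg) for invasion, and DESeq2 called the latter (1.72). *Il4* was close to the limit of detection, with 11 and 12 UMIs in the tumor and 16 and 22 in the normal cerebellum, 0.928 and 0.593 against 1.19 and 0.874 CPM, a log2 fold change of -0.46 (standard error 0.35, adjusted p = 0.34, edgeR's quasi-likelihood test, Benjamini-Hochberg). In raw UMIs per spot *Il4* was higher in tumor (1.12) and invasion (0.69), and with the rebuilt regions it was called lower in invasion (-1.02). Supplementary Fig. S3B, which the paper cites for these genes, plots a representative tissue sample and appears to show raw UMIs per spot.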

*IL34* expression correlated with ARG1^+^ macrophages at the invasion edge.

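Across all spots, *Il34* and *Arg1* per 10000 UMIs had a Spearman's rho of 0.126 in section 1 and 0.368 in section 2, above that of 54 and 90 of the 100 genes of most similar mean level. Within the spots of the invasion clusters the rho was -0.429 and -0.262, above 1 and 2 of the 100 genes. With UMIs summed over each spot and its 6 neighbors the invasion value was -0.652 and -0.376, and with raw UMIs -0.395 and -0.0999. The alternative that moved the value over all spots most was the sum of macrophage markers in place of *Arg1*, which gave 0.435 and -0.0385. Within cluster 1 alone the rho of *Il34* and *Arg1* was -0.0192 and -0.0594 and within cluster 6 alone -0.137 and -0.0862, a split chosen after the values of both together were seen. It was positive within cluster 1 with raw UMIs (0.108 and 0.114, above 35 and 9 of the 100 genes, whose medians were 0.146 and 0.216) and within cluster 6 with the macrophage markers (0.235 and 0.00824). The paper states that the 2 are correlated at the invasion edge.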

We confirmed IL34 and ARG1 expression at invasion borders in BCBM, whereas only sparse expressions were seen in primary HP breast tumors and metastatic lung lesions (Supplementary Fig. S4A and S4B). Conditioned media from HP tumor organoids induced macrophage-like morphology in BMDMs (51) and BV2 microglia (Supplementary Fig. S4C). After 24-hour coculture, both cell types showed increased ARG1 (Fig. 6C; Supplementary Fig. S4D) and IL34 expression (Supplementary Fig. S4E), confirming the ability of tumor-derived signals to drive immunosuppressive macrophage polarization. Additionally, we treated BV2 cells with recombinant murine IL34 and observed increased ARG1 expression (Supplementary Fig. S5).

CSF1R is the receptor for IL34, and a blocking antibody to mouse CSF1R is available (52, 53). We have already demonstrated that monoclonal antibodies can penetrate *in vivo* into these cerebellar BCBMs (Fig. 3). To model the treatment of brain metastases, we treated mice with established cerebellar BCBM with this CSF1R blocking antibody, and we observed BCBM shrinkage in three of four (75%) mice (Fig. 6D and E; Supplementary Fig. S6A and S6B). This was a short-term experiment with a 12-day duration of antibody treatment. In contrast, control mice showed dramatic tumor growth over the same time period (Fig. 6D and E; Supplementary Fig. S6A and S6B). MRI images of representative mice show BCBM shrinkage with CSF1R antibody treatment and BCBM growth in the control group (Fig. 6E). Furthermore, we performed CRISPR-mediated knockout in HP breast cancer cells with three independent guide RNAs. Two of the guide RNAs (KO #1 and 3) produced complete abrogation of IL34 production, as judged by IL34 ELISA (Supplementary Fig. S6C). We then injected these IL34 knockout breast cancer organoids into the cerebellum and observed dramatically reduced tumor growth compared with parental HP breast cancer organoids (Fig. 6F). These results suggest that IL34 production by breast cancer cells is required for BCBM growth. Furthermore, blocking IL34-CSF1R signaling between breast cancer cells and macrophages is a potential novel immunotherapy to treat brain metastasis and could be combined with existing treatments for HER2^+^ brain metastases.

### IL34 expression in human BCBM

The effectiveness of knocking out *IL34* in mice prompted us to determine whether IL34 is expressed in human BCBMs. We obtained two independent human sample datasets to answer this question. The first dataset consists of human neurosurgical resection samples obtained from the WUSM CNS tumor bank. We obtained FFPE blocks from 19 patients who underwent resection of brain metastasis from breast cancer, and we stained them for IL34 and the human macrophage markers CD163 and CD206. Both human CD163 and CD206 are markers of an immunosuppressive, polarized macrophage population corresponding to murine Arg1^+^ macrophages. Of these 19 BCBM cases, 11 were HER2-positive and 8 were HER2-negative. Of the HER2-negative cases, the majority were ER^+^ either in the primary tumor or in brain metastasis. We found strong IL34 expression via IHC in the HER2-positive cases and also in many of the HER2-negative cases (Fig. 7). Strong IL34 expression was seen regardless of which region of the brain the metastasis came from. Across all sites and all 19 samples, 58% (11/19) showed an IL34 IHC score of 2+, and any IL34 staining was seen in 95% of the cases (Fig. 7D). The case with the strongest IL34 staining (3+ IHC score) was a HER2-positive case resected from the parietal lobe of a patient (Fig. 7A and D).

**Figure 7.**
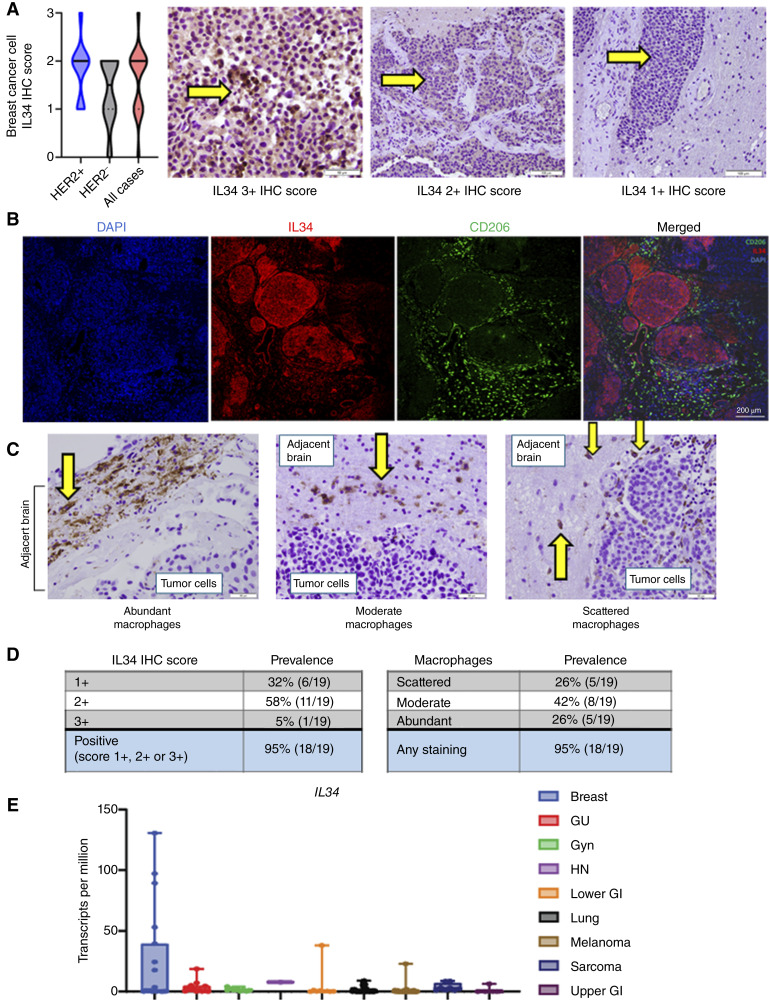
IL34 expression and CD163^+^ macrophages in human BCBM samples. **A,** IHC staining of human IL34 on human BCBM samples (*N* = 19). **B,** IF costaining of CD206 and IL34 on human BCBM samples (*N* = 8). **C,** CD163 IHC on human BCBM samples (*N* = 19). **D,** Summary of the IHC results (*N* = 19). **E,***IL34* mRNA expression level among the University of Michigan PDX samples (*N* = 137). GI, gastrointestinal; GU, genitourinary; Gyn, gynecological; HN, head and neck cancers.

Corresponding to the prior animal results, we also found macrophages in close proximity to the IL34^+^ breast cancer cells (CD206 staining in Fig. 7B and CD163 staining in Fig. 7C). These human macrophages are likely immunosuppressive macrophages that favor tumor progression, angiogenesis, and metastasis (54). Abundant CD163^+^ macrophages were seen in approximately one quarter of patient cases (26%, 5/19), and moderate or scattered macrophages at the tumor–brain interface were seen in 42% and 26% of cases, respectively (Fig. 7C and D). The presence of these macrophages was observed regardless of the HER2 status or the region of the brain from which the metastasis was resected (Fig. 7C and D).

We sought to validate these findings in a second dataset, which consisted of a collection of approximately 137 PDXs of brain metastases made by researchers at the University of Michigan (55). These PDXs were generated from resected brain metastases from solid tumors. Of these 137 distinct PDX models, 15 PDXs were derived from patients with BCBMs. RNA-seq was performed on these PDXs, and strikingly, we found elevated *IL34* mRNA expression (>4.9 transcripts per million) in a subset of BCBM cases (Fig. 7E). Six of 15 (40%) BCBMs had elevated *IL34* expression, whereas only 22 of 137 (16%) of other solid tumor PDX models had elevated *IL34*, which is a statistically significant difference (*P* < 0.05, Fisher exact test). These high *IL34* mRNA expression cases were seen in both triple-negative breast cancer and HER2-positive breast cancer cases.

## Discussion

In this article, we generated a novel, immunocompetent animal model for BCBM by transplanting cancer organoids from one B6 mouse to another syngeneic B6 mouse. We identified an essential role for Arg1^+^ macrophages at the invading edge of the metastasis, and we demonstrated that inhibiting these macrophages with a CSF1R-blocking antibody or by knocking out IL34 production from the breast cancer cells impaired metastasis growth and produced tumor shrinkage. Although there have been considerable advances in the treatment of HER2^+^ BCBM, including the antibody–drug conjugate trastuzumab deruxtecan (29, 56), the tyrosine kinase inhibitor tucatinib (57), and focused radiotherapy techniques (58), most patients with HER2^+^ BCBM will die a neurologic death from progressive brain metastasis (56). Therefore, new strategies and approaches to treat brain metastases are needed. Our results with targeting IL34–CSF1R signaling potentially provide such a new approach.

Inflammation is one of the hallmarks of cancer (59), and numerous studies have examined the role of tumor-associated macrophages (60). Attempts to inhibit or deplete tumor-associated macrophages with CSF1R tyrosine kinase inhibitors such as BLZ945 or JNJ-40346527 have unfortunately been unsuccessful (61, 62), possibly because of the activation of parallel or redundant pathways or off-target effects on closely related tyrosine kinases (63). Targeting IL34 or CSF1R with a monoclonal antibody has a number of potential advantages. First, antibody drugs often have greater affinity and specificity for the target protein (64). Second, monoclonal antibodies typically have a much longer half-life than small-molecule kinase inhibitors, thereby providing sustained target inhibition (65). Third, immunologic effects of antibody binding, such as antibody-dependent cellular cytotoxicity and antibody-dependent cellular phagocytosis, provide additional mechanisms for drug action beyond the kinase activity inhibition produced by small-molecule kinase inhibitors (64). The recent FDA approval of axatilimab for the treatment of another indication, chronic graft-versus-host disease (13), offers a new class of targeted therapies for CSF1R and tumor-associated macrophages.

These data suggest that IL34 production is a widespread property of BCBM. We observed IL34 production across all three breast cancer subtypes (HER2-positive, hormone receptor positive–HER2 negative, and triple-negative breast cancer), and we observed it in metastasis to different brain regions. Although we started this project to better understand HER2^+^ BCBM to the cerebellum, the broad finding of IL34 production by many BCBMs provides a new therapeutic target. Targeting inflammatory cytokines with antibodies and other novel therapeutics may improve the treatment of patients with brain metastasis.

### Limitations

We acknowledge that IL34 could act by additional mechanisms beyond polarizing and recruiting macrophages. IL34 can promote angiogenesis and act in an autocrine mechanism to stimulate the migration and invasion of cancer cells (66, 67). Whether to target IL34 or its receptor CSF1R to treat BCBM is an open question. The compensatory mechanisms to CSF1R inhibition have been identified (61), and therefore, targeting IL34 directly could be a better option for BCBM treatment.

We further acknowledge that direct injection of breast cancer cells into the cerebellum bypasses the intravasation and extravasation steps in the metastatic cascade. However, direct injection is the most experimentally tractable method to study cerebellar metastasis, and it provides highly useful information about the changing microenvironments around a growing metastasis. We also acknowledge that this study does not compare cerebellum metastasis with other brain regions. We plan to perform this comparison in our next study. Finally, spatial transcriptomics platforms and methods are rapidly evolving. In late 2024, 10x Genomics released the Visium HD platform, which provides up to 2-μm resolution (68, 69). The availability of single-cell or near-single-cell spatial techniques will provide further understanding of brain metastases.

In conclusion, this study provides valuable information about how inflammation affects cancer invasion in BCBM and demonstrates that IL34 production by the breast cancer cells recruits or polarizes Arg1^+^ macrophages at the invading edge of BCBM and is required for BCBM growth.

## Supplementary Material

Figure S1 Characterization of murine breast cancer organoids.

Figure S2 Spatial gene expression in mouse BCBM.

Figure S3 Spatial feature plot of macrophage markers and related chemokines and cytokines.

Figure S4 IL34-induced ARG1 expression in macrophages at the invading edge of BCBM.

Figure S5 IL34 induced ARG1 expression in BV2 cells.

Figure S6 Effect of CSF1R blocking antibody and IL34 CRISPR knockout.

Table S1 Average_Expression in clusters

Table S2 Differentially Expressed Genes

Table S3 Pathway Genes

## Data Availability

Spatial transcriptomics data generated in this study are deposited in the Gene Expression Omnibus, accession code GSE325996. scRNA-seq data on the HP organoids are deposited in the Gene Expression Omnibus, accession code GSE326070. Open source code used is available at Code Ocean (https://codeocean.com/capsule/7986416/tree/v1).

# Supplementary material for: Interleukin-34–Induced Arg1+ Macrophages Play a Key Role in Breast Cancer Brain Metastasis
**Source:** Cancer Res Commun. 2026 Jun 12;6(6):1388–404. doi: 10.1158/2767-9764.CRC-25-0639
**Supplement:** Figure S1 — Characterization of murine breast cancer organoids.

Figure S1

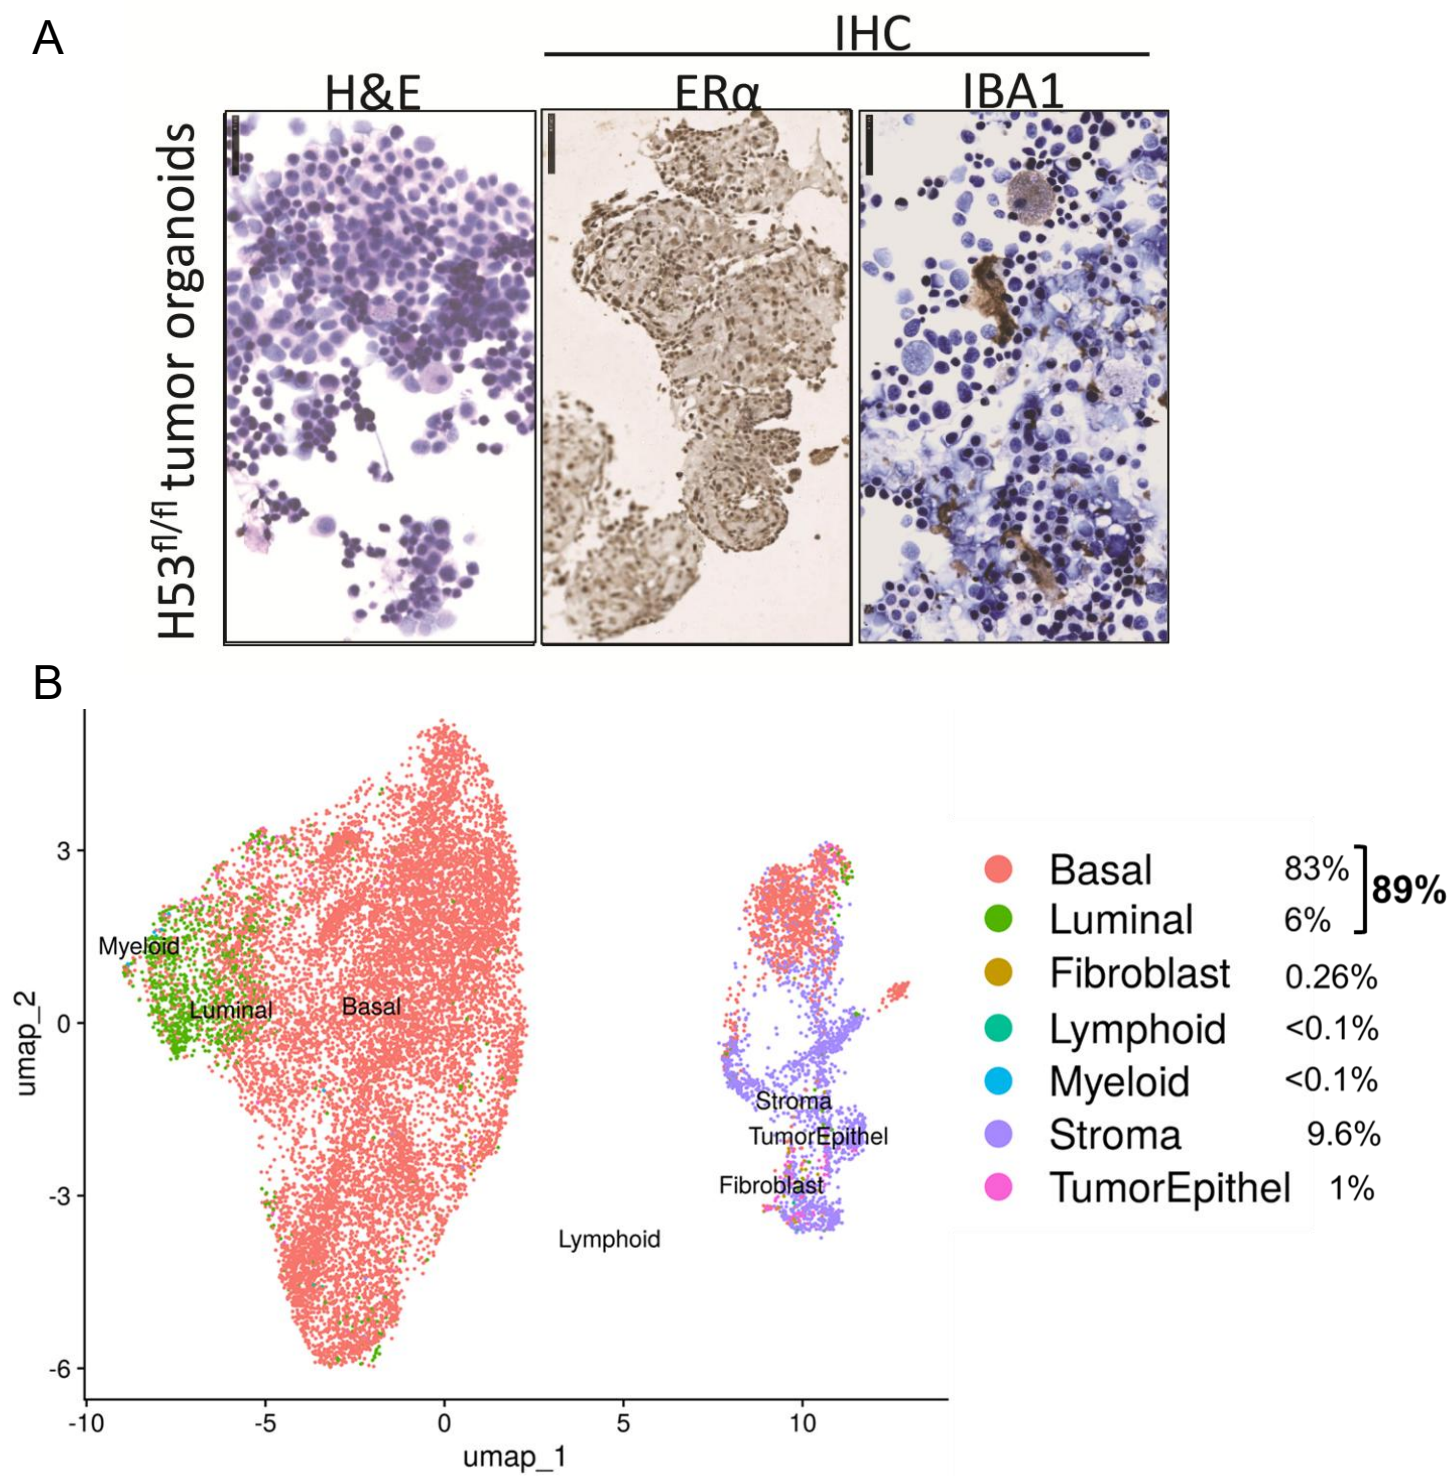

**Figure S1. Characterization of murine breast cancer organoids.**

**A**, H&E, and IHC stained with ER $\alpha$ , IBA1 antibodies in H53<sup>fl/fl</sup> tumor organoid cells. The scale bars in high-power images are 500 nm. **B**, UMAP of single-cell RNA sequencing result shows cell type clusters and percentage of the corresponding cell types.

# Supplementary material for: Interleukin-34–Induced Arg1+ Macrophages Play a Key Role in Breast Cancer Brain Metastasis
**Source:** Cancer Res Commun. 2026 Jun 12;6(6):1388–404. doi: 10.1158/2767-9764.CRC-25-0639
**Supplement:** Figure S2 — Spatial gene expression in mouse BCBM.

## Figure S2

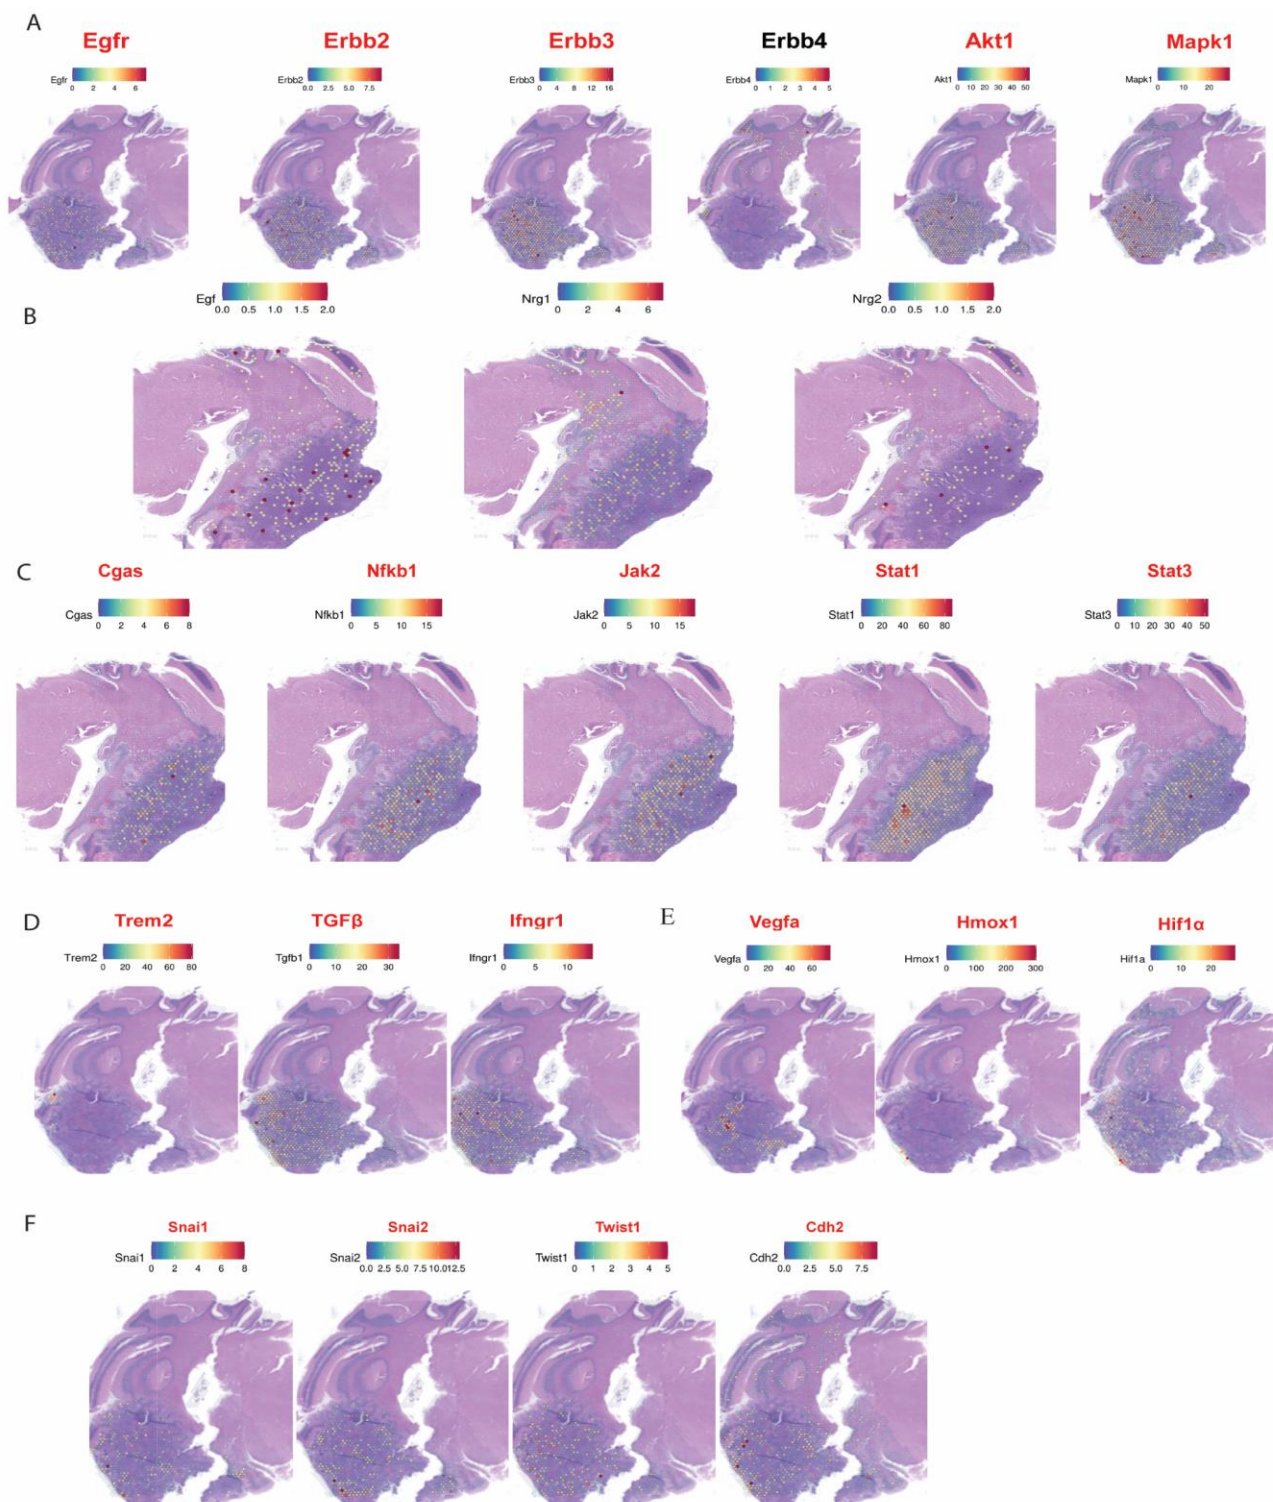

**Fig S2. Spatial gene expression in mouse BCBM.**

**A**, Spatial feature plot of key genes and factors related to HER2 signaling in the representative tissue sample. **B**, Spatial feature plot of HER family ligands in the representative tissue sample. **C**, Spatial feature plot of key genes or transcription factors regulating inflammation signaling in the representative tissue sample. **D**, Spatial feature plot of macrophage activators in the representative tissue sample. **E**, Spatial feature plot of key genes or transcription factors regulating angiogenesis in the representative tissue sample. **F**, Spatial feature plot of key genes or transcription factors regulating EMT (epithelial-mesenchymal transition) signaling in the representative tissue sample.

# Supplementary material for: Interleukin-34–Induced Arg1+ Macrophages Play a Key Role in Breast Cancer Brain Metastasis
**Source:** Cancer Res Commun. 2026 Jun 12;6(6):1388–404. doi: 10.1158/2767-9764.CRC-25-0639
**Supplement:** Figure S3 — Spatial feature plot of macrophage markers and related chemokines and cytokines.

**Figure S3**

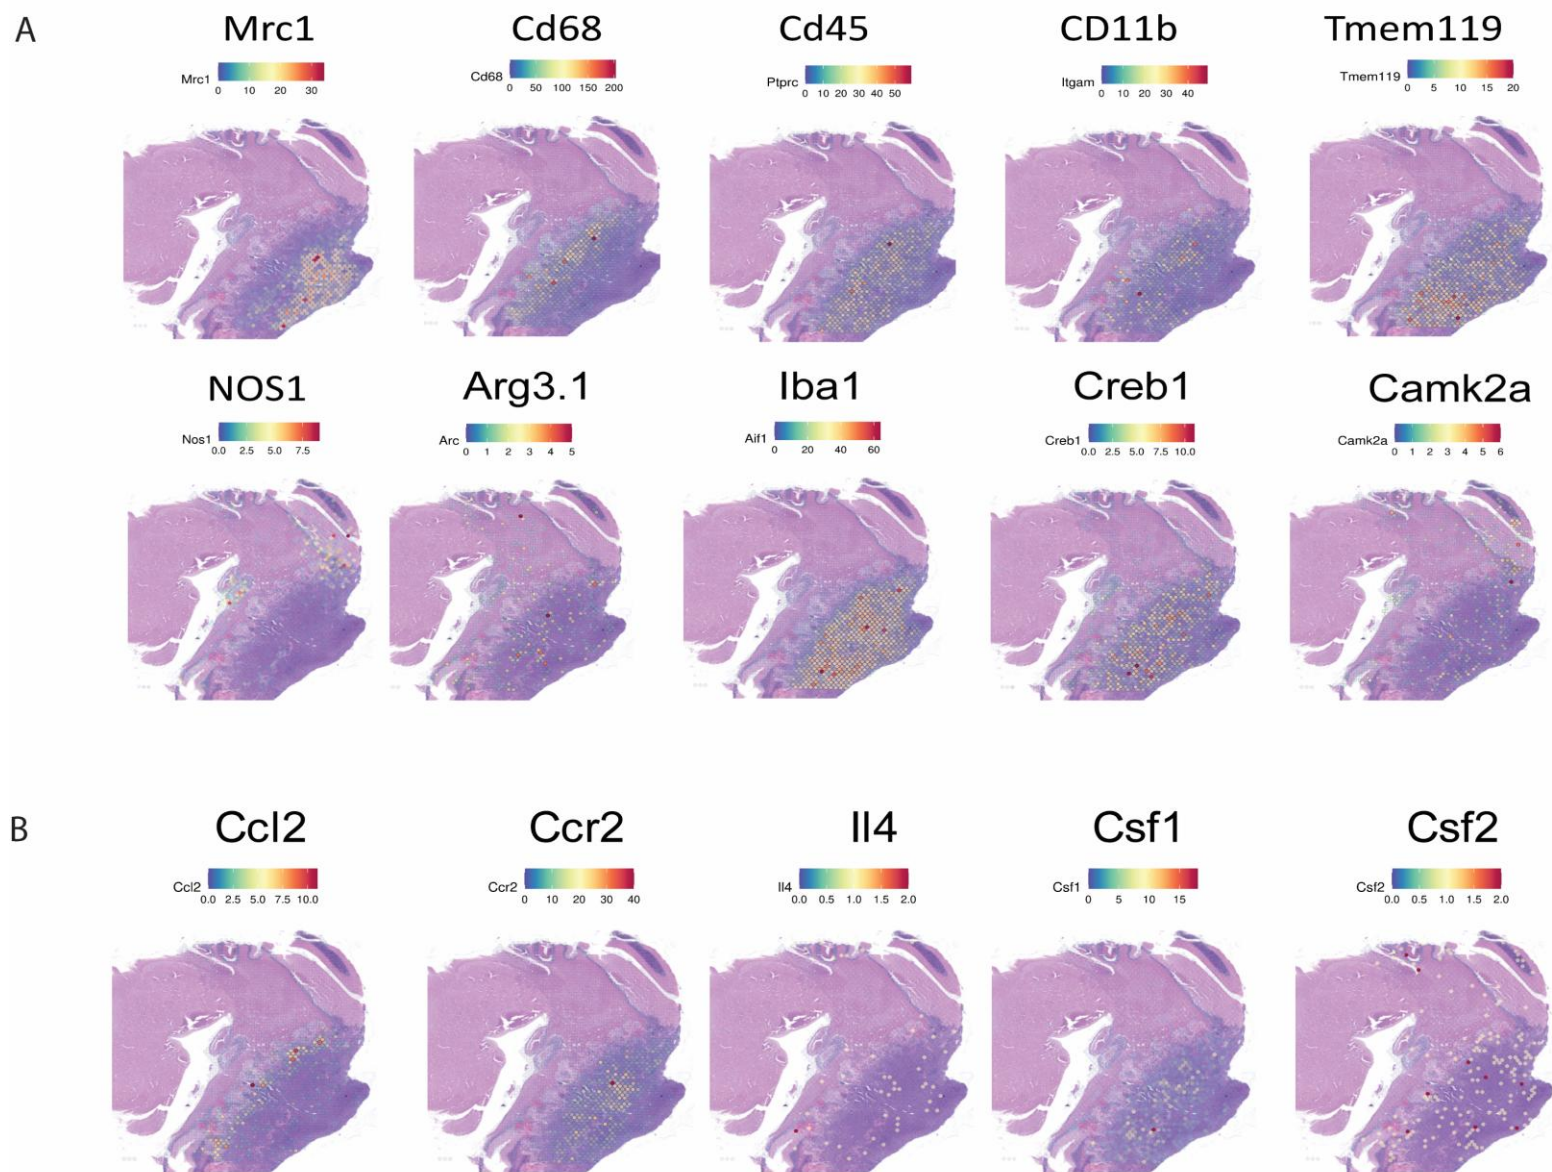

**Figure S3. Spatial feature plot of macrophage markers and related chemokines and cytokines.**

**A**, Spatial feature plot of markers for macrophage and microglial cells in the representative tissue sample. **B**, Spatial feature plot of key chemokines and cytokines regulates macrophages in the representative tissue sample.

# Supplementary material for: Interleukin-34–Induced Arg1+ Macrophages Play a Key Role in Breast Cancer Brain Metastasis
**Source:** Cancer Res Commun. 2026 Jun 12;6(6):1388–404. doi: 10.1158/2767-9764.CRC-25-0639
**Supplement:** Figure S4 — IL34-induced ARG1 expression in macrophages at the invading edge of BCBM.

**Figure S4**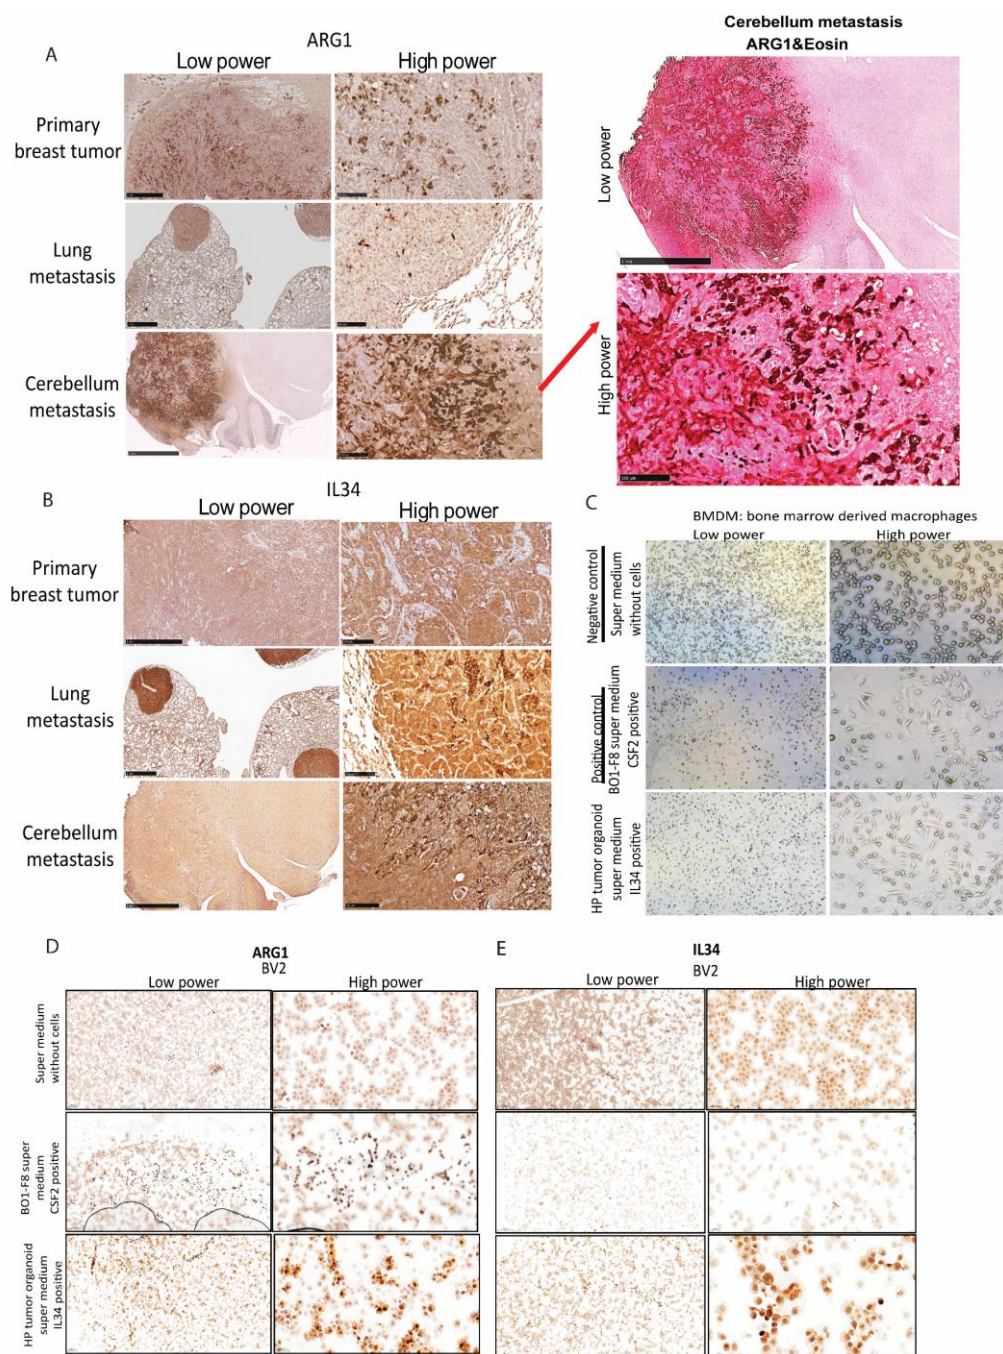

**Fig S4. IL34-induced ARG1 expression in macrophages at the invading edge.**  
**A**, Left: IHC staining of ARG1 in primary breast tumors, lung metastatic tumors, and cerebellum metastatic tumors from tissue samples. Right: IHC staining of ARG1 and eosin staining in cerebellum metastatic tumors from the tissue sample. **B**, IHC staining of IL34 in primary breast tumors, lung metastatic tumors, and cerebellum metastatic tumors from tissue samples. **C**, The mouse BMDM was cultured with conditioned media supernatant from BO1(51) cells or HP tumor organoid cells for 24 hours, and the bright field image shows the cell morphology change. **D**, The mouse BV2(69) was cultured with conditioned media supernatant from BO1(51) cells or HP tumor organoid cells for 24 hours, and the IHC staining of ARG1 was performed on the cytospin slides of the co-cultured cells. **E**, The mouse BV2 was cultured with a conditioned media supernatant from BO1(51) cells or HP tumor organoid cells for 24 hours, and the IHC staining of IL34 was performed on the cytospin slides of the co-cultured cells.

# Supplementary material for: Interleukin-34–Induced Arg1+ Macrophages Play a Key Role in Breast Cancer Brain Metastasis
**Source:** Cancer Res Commun. 2026 Jun 12;6(6):1388–404. doi: 10.1158/2767-9764.CRC-25-0639
**Supplement:** Figure S5 — IL34 induced ARG1 expression in BV2 cells.

**Figure S5**

ARG1

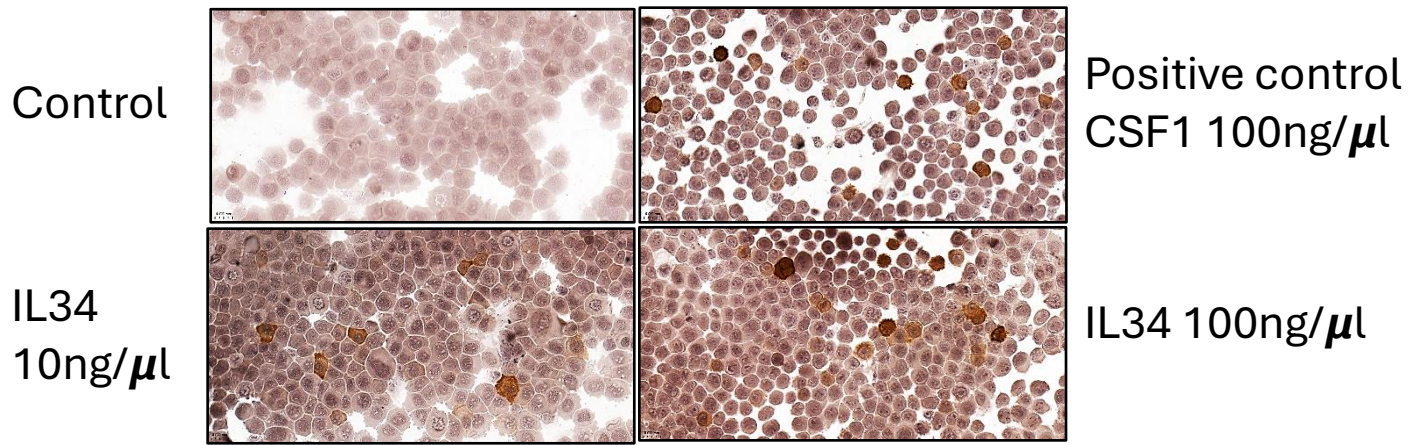

**Figure S5. IL34 induced ARG1 expression in BV2 cells.**

Mouse BV2 cells were treated with recombinant CSF1 or IL34 for 24 hours, and IHC staining of ARG1 was performed as per Fig S4D.

# Supplementary material for: Interleukin-34–Induced Arg1+ Macrophages Play a Key Role in Breast Cancer Brain Metastasis
**Source:** Cancer Res Commun. 2026 Jun 12;6(6):1388–404. doi: 10.1158/2767-9764.CRC-25-0639
**Supplement:** Figure S6 — Effect of CSF1R blocking antibody and IL34 CRISPR knockout.

**Figure S6**  
A

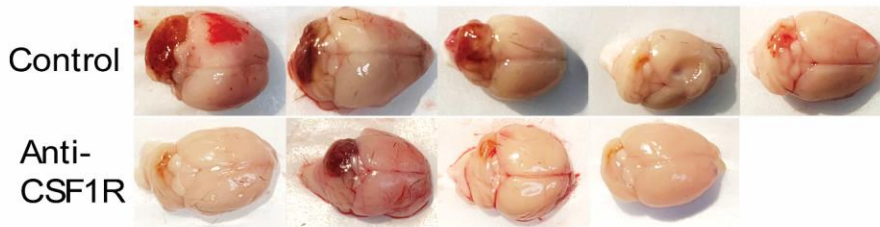

B

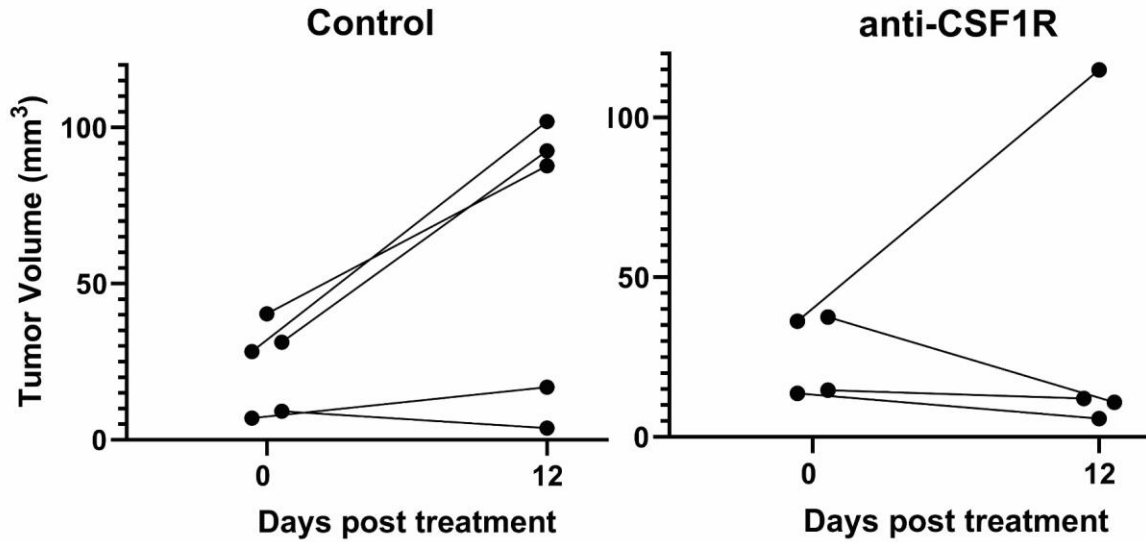

C

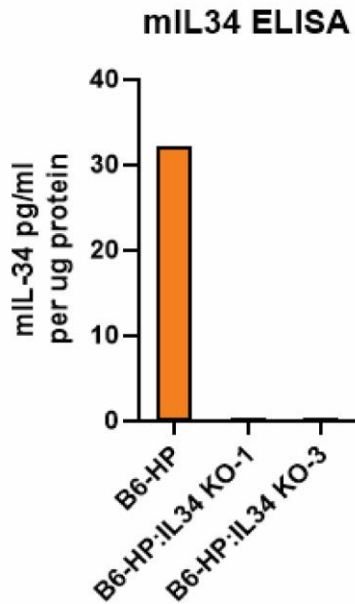

**Figure S6. Effect of CSF1R blocking antibody and *IL34* CRISPR knockout.**

**A**, Brightfield images of dissected cerebellum tumor from control and anti-CSF1R mAb groups. **B**, tumor volume change in the control and anti-CSF1R mAb groups measured by MRI at day 0 and day 12 post-treatment. **C**, *IL-34* production was measured in tumor organoids lines using a mouse *IL-34* ELISA.

How the deposited data were processed for this re-analysis (not part of the article)

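Cerebellar sections of 2 biological replicates with tumors from HP organoids, each 5 µm thick, were profiled with the Visium CytAssist assay for fixed tissue. The study has 1 condition, and the regions within each section are compared. The authors detected tissue and counted barcodes and UMIs with Space Ranger 2.1.1, and the deposited values are raw counts of UMIs per gene and spot under tissue, without normalization. Further steps of the authors, which those counts do not include, were marking a region of interest in Loupe Browser, leaving out spots with under 500 UMIs and under 10 genes, joint clustering with Seurat and BayesSpace into 9 clusters, deconvolution against single-cell references, tests between clusters and gene set enrichment. The paper's text does not name the genome build or the version of the probe panel, so no coordinates are given, and genes carry the symbols of the files. UMIs of close relatives, such as immunoglobulin or hemoglobin genes, could be split among them by the authors' counting.

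The cluster of each spot was read from the colors of Fig. 4A, as described beside the clusters, and set against cluster sizes and mean counts in the part of Table S1 that was used. UMIs were summed by section and region into 8 libraries of 5262869 to 26407197 UMIs, with TMM factors of 0.849 to 1.33. Counting error is small at these depths for all but rare transcripts, and the precision of a comparison is set by the number of sections, 2. Counting intervals are given at the 95% level and cover counting error alone. All regions of a section come from 1 mouse, so the section entered each fit as a block. As a check of this pairing, the common dispersion was 0.0899 with the block and 0.207 without it.

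Fits used edgeR 4.0.16 in R 4.3.3, with filterByExpr by region, glmQLFit with robust estimation and glmQLFTest, and all 4 regions shared 1 estimate of the spread. Contrasts against the invasion regions used the mean of the coefficients of cluster 1 and cluster 6. Gene lists were compared on log2 CPM with camera at a preset correlation of 0.01 and with fry, both of limma 3.58.1, with Benjamini-Hochberg adjustment over lists and comparisons. The lists were 9 for programs (interferon, EMT and matrix, cell cycle, oxidative phosphorylation, hypoxia, MYC targets, complement, IL6, JAK and STAT3, TNF and NF-κB) and 16 for cell types (tumor epithelium, macrophage, microglia, monocyte, neutrophil, T cell, B and plasma cell, dendritic cell, GABA neuron, granule neuron, astrocyte and ependyma, oligodendrocyte, vascular, fibroblast, choroid plexus and erythrocyte). Krt18 of the epithelial list is not among the probes. A list of 15 p53 targets was written later, after the levels of *Trp53* and *Cdkn2a* had been seen. Distances from the tumor border, correlations across spots and intervals were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, the picture was read with pillow 12.0.0 and plots were drawn with matplotlib 3.10.9.

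The genes named were fixed by rule: each mouse gene that the paper's text names from the spatial data, genes of its figures or stainings of the same model, genes of the IL34 axis and cytokines to compare with *Tgfb1*, and in each comparison the 3 genes with the largest fold change in each direction among those called with the same direction in both sections. The last group is empty for cluster 1 against cluster 6, where edgeR called no gene in the main setting. Genes outside this rule, such as *Sprr1a*, *Gal*, *Cdkn2a*, *Cd74* and *Trp53*, were chosen after their values were seen.

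Results for single genes were recomputed with DESeq2 1.42.0, with RLE factors in place of TMM, with library size as the only scaling, without the filter on low counts, without the section as a block, without each section in turn, with regions rebuilt from the profiles of Table S1 without the named genes, with a border drawn from epithelial markers, without spots at region borders, with clusters 2 and 7 as the normal region, with a minimum of 1000 UMIs per spot, with the invasion clusters summed and in raw UMIs per spot. Counts of changed genes were recomputed in the same ways, apart from leaving out a section, the border from epithelial markers and raw UMIs. Summing the invasion clusters leaves no comparison of cluster 1 with cluster 6. Gene lists were recomputed with fry, with an estimated correlation, without the block, with the rebuilt regions and without each section in turn, and the ratio of UMIs per spot with the rebuilt regions, clusters 2 and 7 as the normal region and the minimum of 1000 UMIs. The ratio of *Arg1* across the border was also taken with the border from epithelial markers in section 2, in raw UMIs and without the 1% of spots with the most *Arg1*, and correlations without those spots, over 6 neighbors, with raw UMIs and with macrophage markers in place of *Arg1*.

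The tests were first tested on simulated data, counts drawn from the means and sizes of the libraries with 200 genes changed by known folds. For tumor against normal cerebellum, 18976 genes, edgeR recovered 80% of the changed genes, 63% of those changed by 2 log2 units and 97% of those changed by 4, and called 19 unchanged genes. For tumor against invasion, 18981 genes, it recovered 79% and called 18 unchanged genes, for invasion against normal cerebellum, 18943 genes, 84.5% and 11, and for cluster 1 against cluster 6, 18978 genes, 65.5% and 9. In each comparison the share of false calls among all calls was above the 0.05 that the limit aims at. DESeq2 recovered more, 84.5%, 90.5%, 94% and 79%, and called more unchanged genes, 49, 72, 66 and 59. For tumor against normal cerebellum, camera and fry each recovered 20 of 20 shifted lists of 15 genes and called 0 of 20 others among 18983 genes. The simulated genes were drawn independently, whereas the correlation estimated for the real lists reached 0.949, in T cell markers. The simulation therefore cannot tell how often correlated lists are called falsely.

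Spots under 500 UMIs were left out, and tissue outside the region of interest was used only in the closing observations. The hallmark gene sets and the single-cell references were not used here, and no makeup of cell types is given. Some named genes are not reported here. Spots of 1 section are not replicates, so no p-value rests on spots.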

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

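Among the tests of these results, the share of *Gal* UMIs in the richest spots, the comparison of *Il34* in spots of like *Mbp*, the p53 target list and the comparison of normal cerebellum between sections were chosen only after the results were seen. The tissue outside the region of interest, which the paper does not analyse, held 1166 spots with at least 500 UMIs in section 1 and 1022 in section 2, with 10110691 and 8432866 UMIs. Levels in these spots are CPM without TMM scaling. *Il34* drew attention there with 30.9 CPM (312 UMIs) in section 1 and 31.1 CPM (262 UMIs) in section 2, against 20.8 and 18.5 in the normal cerebellum and 79.3 and 67.1 in the tumor. The ratio to normal cerebellum was 1.48 (95% interval for counting error 1.25 to 1.77) and 1.68 (1.44 to 1.96). Depth is argued against as the cause, because among spots of 5000 to 10000 UMIs (519 outside and 440 normal in section 1, 537 and 577 in section 2) the ratio was 2.01 and 1.53. More white matter outside was tested within the normal cerebellum, in the 20% of spots with the most *Mbp*. In section 1 these spots had less *Il34* than the others, 15.6 against 21.6 CPM, a ratio of 0.723 that argues against white matter. In section 2 they had more, 26.4 against 17.1 CPM, a ratio of 1.55. The spots outside had less *Mbp* (6918 CPM) than these spots (10057) and more *Il34*. Against normal spots matched on *Mbp* in 10 bins, the ratio of *Il34* outside was 1.31 (95% interval for counting error 1.07 to 1.60) in section 1 and 1.23 (1.02 to 1.47) in section 2. White matter may thus account for part of the difference in section 2, and whether it accounts for all of it cannot be told apart at these counts. Which tissue lies outside was not determined, and with 1 condition no biological explanation was tested.

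*Sprr1a* and *Gal* stood out in the same tissue of section 2. *Sprr1a* had 504 CPM (4254 UMIs) outside, 40.8 in the normal cerebellum and 13.4 in the tumor, a ratio of outside to normal of 12.3 (95% interval for counting error 11.5 to 13.2). *Gal* had 333 CPM (2808 UMIs) outside, 24.0 in the normal cerebellum and 1.51 in the tumor, a ratio of 13.9 (12.7 to 15.2). In section 1 *Sprr1a* was lower outside than in normal cerebellum, 2.47 against 6.14 CPM, and *Gal* was 17.2 against 9.11. Transcripts spread from the tumor are argued against: *Sprr1a* outside stood at 3778% of its tumor level and *Krt7* at 1.73%, 2178 times less. The share of UMIs in the 5% of spots with the most was 46.9% for *Sprr1a* and 60.4% for *Gal*. Such a share grows as counts get sparser and has no set value for an even spread, so a local source and a wider rise cannot be told apart by it. The rise of *Sprr1a* was seen in 1 of 2 sections, the study has 1 condition, and no biological explanation was tested.

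*Cdkn2a*, a gene the paper does not discuss, had 717 CPM in the tumor of section 2 and 5.31 in that of section 1, with 32.5 and 7.66 in their normal cerebellum. *Trp53* went the other way, with 12.3 CPM in the tumor of section 2 and 118.9 in that of section 1, against 25.2 and 30.3 in normal cerebellum. A loss of *Trp53* function in the section 2 tumor is 1 hypothesis. It was tested on 15 p53 targets, each taken over its own normal cerebellum. Their median difference between sections was -0.02 log2 units, at percentile 50.35 of 10000 random lists of similar expression (95% of them between -0.60 and 0.47), and 8 of the 15 were lower in section 2. A median near 0 over targets that go both ways decides nothing, so a loss of function and its absence cannot be told apart by this test. The levels compare 1 tumor with 1 other, with no replicate check, and the mice and organoid labels differ between them as well.

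*Cd74* had 16065 CPM in the tumor of section 1 and 267 in that of section 2, with 713 and 100.7 in normal cerebellum. It was 1 of many genes that set the tumors apart: of 10610 genes whose CPM summed over sections was above 20, 336 were over 8-fold higher in the tumor of section 1 and 427 in that of section 2, 7.19% together. In the normal cerebellum 11 and 12 of 11102 genes were, 0.207%. Pearson's r across genes, which are not independent replicates, was 0.518 between the tumors and 0.950 between the normal cerebellum of the sections, which argues against a difference between the libraries as a whole. Among the genes higher in section 1 were *H2-Aa* (7389 and 60.2 CPM), *Cxcl9* (246 and 1.83), *Cd3e* (54.7 and 1.58) and *Col1a1* (20767 and 177), and higher in section 2 were *Wfdc18* (0.93 and 11395) and *Gja1*. *Pik3ca*, by contrast, had 132 and 144 CPM. Immune and stromal cells in the tumor spots of section 1 stay open as a source, as do the tumors themselves. The mouse, the organoid label (HP-F1 and HP-B6) and the section change together, so their effects cannot be told apart, and none was tested.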

How the results depend on the processing

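Correlations within cluster 1 alone and cluster 6 alone, and the pseudocount behind the threshold on epithelial markers, were chosen only after the results were seen. Where a value moved, the cause was not tested unless stated. The ratio of UMIs per spot between tumor and normal cerebellum stayed between 6.18 and 7.33 in section 1 and between 3.25 and 3.65 in section 2 under its 3 alternatives.

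The number of changed genes for tumor against normal cerebellum (4948) moved by over 1.5 times in 1 setting, to 3109 without the section as a block, and the other settings gave 3943 to 6915. For tumor against invasion (682) it rose to 1338 with DESeq2 and fell to 364 with the rebuilt regions and to 193 with the invasion clusters summed, a setting with fewer libraries. For invasion against normal cerebellum (3963) it was 7017 with the rebuilt regions, 2138 with the invasion clusters summed and 2366 without the block. For cluster 1 against cluster 6 the count of 0 by edgeR became 905 with DESeq2 and 182 with RLE factors, 3547 genes had an unadjusted p below 0.05, and it stayed at 0 in the other settings of edgeR. Of the 4948, 682 and 3963 changed genes, DESeq2 kept 4609, 675 and 3644 and the rebuilt regions 4104, 339 and 3371. The rebuilt labels matched 85.1% and 84.6% of spots and left 2 spots (110080 UMIs) near the tumor in section 2, so their invasion values rest on few spots there. With spots at borders left out, 44 spots (1763852 UMIs) remained in that library.

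The fit with no replicate block made fewer calls. Besides the counts above, 527 genes were changed for tumor against invasion, and of the main calls 3109, 508 and 2364 were kept in the 3 comparisons. Among the genes reported, 29 results lost their call without the block, 79 kept their side of the limit and none changed sign. *Arg1* between invasion and normal cerebellum had 4.25 without the block.

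Of 108 gene results over 81 genes, 53 were called, 21 of these under each alternative with a test, and 1 called result changed sign, that of *Arc* (-1.28) in raw UMIs per spot (0.35). The filter on low counts and the minimum of 1000 UMIs changed no call. DESeq2 called 17 more and lost none, RLE factors 2 more. Calls were lost in 15 results with the invasion clusters summed, 6 with library size as the only scaling, 5 with the rebuilt regions, 4 with border spots left out and 2 with clusters 2 and 7 as the normal region. Of uncalled values, 16 changed sign without section 1, 10 without section 2, 17 with the border by epithelial markers and 11 in raw UMIs per spot.

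*Arg1* between invasion and normal cerebellum (4.09, not called) was called with DESeq2 (4.17), the rebuilt regions (3.77), border spots left out (4.92) and clusters 2 and 7 as the normal region (4.07), with adjusted p over all alternatives from 1.6e-05 to 0.14 (DESeq2's Wald test or edgeR's quasi-likelihood test, Benjamini-Hochberg). It was 5.74 with the border by epithelial markers and 5.35 in raw UMIs per spot, and with 1 section left out it ran from 3.87 to 4.42. *Il34* between tumor and normal cerebellum (2.29) was called in each alternative with a test, was 2.18 with the border by epithelial markers and 3.92 in raw UMIs per spot, and ran from 2.18 to 2.34 with 1 section left out. Raw UMIs per spot carry the higher depth of tumor and invasion spots by construction.

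The ratio of *Arg1* outside the border to inside (31.1 in section 1 and 5.24 in section 2) moved in section 1 to 8.75 in raw UMIs per spot, and in section 2 to 2.62 in raw UMIs per spot and to 1.23 with the border by epithelial markers. The Spearman's rho of *Il34* and *Arg1* over all spots (0.126 and 0.368) became 0.435 and -0.0385 with macrophage markers in place of *Arg1*. Within the invasion clusters (-0.429 and -0.262) it was -0.652 in section 1 over neighbors, -0.0473 in section 1 with macrophage markers and -0.0999 in section 2 with raw UMIs. Within cluster 1 alone it was -0.0192 and -0.0594, and within cluster 6 alone -0.137 and -0.0862, all closer to 0 than over both clusters together. It was positive within cluster 1 with raw UMIs (0.108 and 0.114, with medians of 0.146 and 0.216 for 100 genes of similar level) and within cluster 6 with macrophage markers (0.235 and 0.00824).

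Of the program lists, 7 results were called by camera. With a correlation estimated from the data 0 were, and fry called 7, the fit without the block 8 and the rebuilt regions 10. Of the cell type lists 33 were called by camera, 17 by fry, 0 with an estimated correlation, 22 without the block and 30 with the rebuilt regions. The median of the tumor epithelium list changed sign when a section was left out: it ran from -0.16 to 4.96 for tumor against normal cerebellum and from -0.32 to 3.64 for invasion against normal cerebellum. The macrophage list for tumor against normal cerebellum ran from -0.0726 to 1.80.

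A count of changed genes could not be had with 1 section left out, which leaves no residual degrees of freedom, or with the border by epithelial markers, which gave a tumor region in section 2 alone. In section 1 the epithelial threshold fell at 54.0 CPM (779 in section 2), and no spot lay 4 or more steps inside that border, so there is no distance ratio. Depth limits rare transcripts such as *Il4*, with 11 and 12 UMIs in the tumor. The epithelial genes of section 1 also had few UMIs, although its tumor spots were no shallower, with medians of 45557 and 42713 UMIs in sections 1 and 2.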

Differences from the paper's values

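Table S2 gives the paper's genes for section 2 alone, tested across spots, and the values here are over both sections. The first 1999 of its 4507 rows for tumor against normal cerebellum, 1999 of 2259 for invasion against normal cerebellum and 1309 of 1549 for tumor against invasion were used, and 0 of 1176 for cluster 1 against cluster 6. To find the scale of its fold changes, 5 candidates computed in section 2 were set against it. The log2 ratio of mean UMIs per 10000 came closest in size, with a median absolute difference of 0.09, 0.09 and 0.12 and a Pearson's r across genes of 0.955, 0.991 and 0.955 for tumor against normal, invasion against normal and tumor against invasion, so the values are compared as log2 fold changes. The alternatives set before the data were examined were DESeq2, RLE factors, library size as the only scaling, no filter on low counts, no section as a block, the rebuilt regions, border spots left out, clusters 2 and 7 as the normal region, a minimum of 1000 UMIs and the invasion clusters summed, and for fold changes also section 1 alone, section 2 alone, the border by epithelial markers in section 2 and raw UMIs per spot. No adjusted p was compared. No cause was tested for any of the differences.

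The rows of Table S2 include fold changes as small as 0.45, below the limit of 1 used for the counts here. For invasion against normal cerebellum the paper's table lists 2259 genes and 3963 were changed here. The counts without the section as a block (2366) and with the invasion clusters summed (2138) came within 1.5 times of the paper's, and those of the other alternatives did not. For tumor against invasion the paper's 1549 genes stand against 682, with DESeq2 (1338) alone within that range. For cluster 1 against cluster 6 the paper's table has 1176 genes and 0 were changed here by edgeR, with 3547 at an unadjusted p below 0.05. DESeq2 (905) came within range, and RLE factors (182) and the other alternatives did not.

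Of 29 log2 fold changes that both give, 17 differed from the paper's in sign or by more than the spread between sections, 2 of them in sign, and 8 differed when section 2 alone was used. This spread is the standard deviation of 2 section values and can be far below the standard error of the fit. It is small wherever the sections lie close together, so to exceed it is weak evidence of a difference. For each of the 17, alternatives that are not named also differed. For tumor against normal cerebellum the paper's value for *Anxa1* is 5.37 and that here 4.54, and the rebuilt regions (5.42) came within the spread. *Col14a1* has 1.77 in the paper and 3.80 here, within the spread in section 2 alone (2.40) and with the epithelial border (2.24). *Fbln7* has 2.23 in the paper and 3.16 here, within it with library size alone (2.76), the rebuilt regions (2.74) and section 2 alone (2.62). The paper gives 1.35 for *Tgfb1* and 1.83 for *Il34*, against 1.95 and 2.29 here, and library size as the only scaling (1.56 and 1.90) came within the spread for both. For *Snai2* (2.29 in the paper, 3.13 here) no alternative did. *Nfkb1* (0.90 in the paper, 1.22 here) counts among the 17 only because its 2 sections gave nearly the same value, a spread of 0.00156 that nearly any value exceeds, so its difference decides nothing, and no alternative came within that spread.

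For invasion against normal cerebellum, the paper's 2.15 for *Col6a3* stands against 3.24, and its 1.63 for *Snai1* against 2.81, with the epithelial border alone (2.45 and 1.90) within the spread. *Col8a1* has 2.26 in the paper and 2.90 here, within it with library size alone (2.59) and section 2 alone (2.56). *Hmox1* has 3.07 in the paper and 2.06 here, within it with border spots left out (2.64), section 2 alone (2.56) and raw UMIs per spot (3.35). *Arg1* has 4.55 in the paper and 4.09 here, a gap below the standard error of the fit. DESeq2 (4.17), RLE factors (4.17), no section as a block (4.25), border spots left out (4.92) and section 2 alone (4.42) came within the spread.

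For tumor against invasion, *Mmp3* has -2.78 in the paper and 0.37 here, the opposite sign at a gap that is within the spread between sections (3.82). It took the paper's sign in section 2 alone (-3.38), with the epithelial border (-2.82) and in raw UMIs per spot (-0.32). The paper's 1.13 for *Fbln7* stands against 2.44, within the spread with library size alone (2.37), the invasion clusters summed (1.82), section 2 alone (1.47) and the epithelial border (1.96). *Itgam* has -2.14 in the paper and -1.14 here, within it with the epithelial border (-1.71). *Aif1* has -1.58 in the paper and 0.014 here, and *Ptprc* -1.53 in the paper and -0.39 here. For both, section 2 alone (-1.07 and -1.13) and the epithelial border (-1.30 and -1.12) came within the spread.

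Some statements of the paper's text also differ from the calls here. Those that cite Supplementary Figs. S2 and S3 rest on plots of a representative tissue sample, which appear to show raw UMIs per spot. The values here are scaled and cover both sections. The paper lists *Mmp3*, *Epcam*, *Krt7*, *Igha*, *Ighg2b*, *Igkc* and *Anxa1* as higher in tumor than in normal and invasion clusters. Of these 7, 1 was called against normal cerebellum and 0 against the invasion regions. DESeq2 called *Epcam*, *Krt7*, *Igkc* and *Ighg2b* against normal cerebellum and *Ighg2b* and *Anxa1* against invasion, and the rebuilt regions called *Igkc* against normal cerebellum. *Slc5a8*, *Lum* and *Ltf*, which it places high in the tumor, were not called, with DESeq2 and the rebuilt regions calling *Lum*. *Jak2*, among the inflammatory genes that it names, was not called in any alternative. Its 3 genes high in the invasion clusters, *Vegfa*, *Hif1a* and *Hmox1*, were not called, with log2 fold changes from normal cerebellum of 0.97, 0.55 and 2.06, and *Hmox1* was called by DESeq2, with border spots left out and with clusters 2 and 7 as the normal region. *Erbb3*, among the receptor and signaling genes that it places higher in the tumor, was not called in any alternative either. *Trem2* was not higher in the tumor (-0.55), and rose in raw UMIs per spot (1.06), in section 1 alone (0.02) and with the epithelial border (0.12).

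*Cdh2*, which the paper states is increased in tumor and invasion clusters, had -0.63 and -0.16, and rose in raw UMIs per spot (0.99 and 1.03), and for invasion also with clusters 2 and 7 as the normal region (0.06) and in section 2 alone (0.04). The paper's statements on *Cdh2* and *Il4* rest on plots of a representative tissue sample that appear to show raw UMIs. Of CD11b, Iba1, *Tmem119*, *Cd68* and CD45, which it places mainly in the tumor clusters, 0 of 5 were called higher in tumor than in invasion regions, and *Itgam* and *Cd68* were highest next to the normal cerebellum in both sections. *Camk2a*, which it places in normal brain alone, had 12.2 CPM in the tumor of section 1 against 32.0 in its normal cerebellum. *Il4* was not higher in tumor or invasion, apart from raw UMIs per spot (1.12 and 0.69), *Ccl2* in the tumor was called with clusters 2 and 7 as the normal region alone (0.95), and *Ccr2* was called by DESeq2 for invasion alone (1.72). Fig. 5B shows EMT higher in tumor than in invasion clusters, and the list used here, which is not the hallmark set, had a median of -0.07 (0.65 in section 1 and -0.68 in section 2) while limma's camera ranked it upward without calling it. The correlation that the paper states between *Il34* and ARG1+ macrophages at the invasion edge had a negative rho in the spots of the 2 invasion clusters together in each setting run. Within single clusters it was positive in cluster 1 with raw UMIs (0.108 and 0.114, below the medians of 0.146 and 0.216 of 100 genes of similar level) and in cluster 6 with macrophage markers in place of *Arg1* (0.235 and 0.00824), and over all spots it was positive except in section 2 with macrophage markers (-0.0385).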

Other observations

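The tests of the *Arg1* band and the restriction to spots with at least 5000 UMIs were chosen only after the results were seen. The tumor of section 1 held epithelial transcripts near the level of its normal cerebellum: the sum of 9 epithelial genes was 46.3 CPM in the tumor and 48.4 in normal cerebellum without TMM scaling, and 47.2 and 36.4 with it, so that the direction turns with the scaling. In section 2 the sum without TMM scaling was 8083 and 325. A misreading of the tumor spots from the picture is argued against, since the richest neighborhood anywhere under the tissue of section 1 had 541.6 CPM, 6.70% of the section 2 tumor. Failing probes were tested in the 1% of normal spots with the most *Ttr*, where *Krt8* was 39.4 against 7.79 CPM in section 1, a ratio of 5.06. That ratio rests on 3 UMIs in 12 spots, and in section 2, with 14 UMIs in 19 spots, it did not rise (64.2 against 70.5 CPM), so the test cannot decide. Dilution by other cells would leave single tumor spots with more epithelium. The highest reached 14.5% of the section 2 tumor on 1 epithelial UMI in a spot of 855 UMIs, and among spots with at least 5000 UMIs the highest reached 6.21%, which complete dilution also allows. Dilution, failing probes and a tumor that lost these transcripts therefore stay open, and the mouse and organoid label differ between the sections as well. With 1 condition no biological explanation was tested.

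The band of *Arg1* outside the tumor border was set against the macrophage markers. In section 1 their sum was 6657 CPM from 1 to 3 steps outside and 7272 at 4 or more steps inside, a ratio of 0.915 where that of *Arg1* was 31.1, which argues against more macrophages as the whole cause. *Cd68* alone had a ratio of 2.28. In section 2 the sum rose from 1246 to 5037 CPM, a ratio of 4.04 beside 5.24 for *Arg1*. More macrophages may thus account for most of the rise from the inside there. Farther out in section 2, *Arg1* fell to 569.5 CPM from 4 to 6 steps outside and to 14.5 at 10 or more. The markers stood at 5156 and 1655 CPM at these distances, which argues against more macrophages as the whole cause of the band in section 2. Depth is argued against as the cause of the difference from 4 or more steps inside, since *Arg1* in raw UMIs per spot was still higher outside, with ratios of 8.75 and 2.62. Against 1 to 3 steps inside the ratio in raw UMIs was 2.17 in section 2, which argues against depth there too. In section 1 it was 0.893, with 11.6 UMIs per spot outside and 12.9 inside and the peak 1 step inside, so that depth may account for the step at the border in that section. A hypothesis that stays open is a higher level of *Arg1* per macrophage near the border, and spots do not separate it from a change in which macrophages are present. *Il34* ran opposite, at 0.304 and 0.486 of its level inside.

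Some genes of the paper's figures and stainings, and of the IL34 axis, belong at no claim of the spatial data. *Gata3* was higher in the tumor than in normal cerebellum by a log2 fold change of 3.25 (standard error 0.29, adjusted p = 0.0013, edgeR's quasi-likelihood test, Benjamini-Hochberg), with 63.2 and 87.1 CPM in sections 1 and 2, and *Esr1* by 2.46 (standard error 0.32, adjusted p = 0.0037, edgeR's quasi-likelihood test, Benjamini-Hochberg), with 48.0 and 20.8. *Gfap*, *Ptprz1* and *Nos1* were lower, with log2 fold changes of -4.47, -4.57 and -5.40 (adjusted p = 6.4e-04, 0.0028 and 4.2e-04, edgeR's quasi-likelihood test, Benjamini-Hochberg), and these 5 calls held in each alternative with a test. Of the receptors of IL34, *Sdc1* rose by 3.68 (standard error 0.52, adjusted p = 0.0051, edgeR's quasi-likelihood test, Benjamini-Hochberg), from 21.0 and 50.4 to 147 and 1016 CPM, a call lost without the section as a block. *Csf1r* rose in section 1 and fell in section 2, with 525 and 105 CPM in the tumor against 132 and 193 (adjusted p = 0.51, edgeR's quasi-likelihood test, Benjamini-Hochberg). *Csf1* rose by 1.01 (adjusted p = 0.031, edgeR's quasi-likelihood test, Benjamini-Hochberg) to 41.1 and 25.3 CPM and lost this call in 5 settings, and *Csf2* stood at 3.37 and 3.96 CPM. *Mrc1* was higher in section 1, 270.8 and 23.5 CPM in the tumor against 12.6 and 19.0 (adjusted p = 0.13, edgeR's quasi-likelihood test, Benjamini-Hochberg), and DESeq2 called it (2.97). *Arc* was lower in the tumor by a log2 fold change of -1.28 (standard error 0.28, adjusted p = 0.020, edgeR's quasi-likelihood test, Benjamini-Hochberg), with 5.40 and 12.1 CPM against 17.0 and 22.8. This call was lost without the section as a block and with the invasion clusters summed, and in raw UMIs per spot the sign turned (0.35). *Creb1*, not called, had 49.8 and 80.4 CPM in the tumor and 41.7 and 51.1 in normal cerebellum.

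The genes with the largest fold changes came from the rule for named genes. Against normal cerebellum, *Postn* (4.74) and *Slpi* (4.65) led the rise in the tumor (adjusted p = 6.1e-04 and 0.0055, edgeR's quasi-likelihood test, Benjamini-Hochberg), together with *Arhgap40*. In the tumor of sections 1 and 2 *Postn* had 1363 and 264 CPM and *Slpi* 127 and 1556, whereas *Arhgap40* had 1 and 1421 UMIs and so rests on section 2. All 3 calls were lost without the section as a block. *Epha6* and *Lmx1a* had 0 UMIs in the tumor of both sections, and no fold is given. In normal cerebellum *Epha6* had 134 and 345 UMIs and *Lmx1a* 96 and 110. *Cabp7* fell to 3 and 27 UMIs from 3096 and 5327. Against the invasion regions, *Megf6* (1.95) and *Deptor* (1.74) were higher in the tumor beside *Fbln7* (adjusted p = 0.021 and 0.020, edgeR's quasi-likelihood test, Benjamini-Hochberg), calls that were lost without the block and with the invasion clusters summed, for *Megf6* also with the rebuilt regions. *Gpnmb* was lower by a log2 fold change of -5.90 (adjusted p = 0.017, edgeR's quasi-likelihood test, Benjamini-Hochberg), with 7.84 and 29.9 CPM in the tumor, 729.6 and 369 in the invasion region near it and 1686 and 2308 in that near the normal cerebellum. *Rgs7* had 3 and 7 UMIs in the tumor. In the invasion regions *Hmga2* rose by 4.09 over normal cerebellum (adjusted p = 0.0037, edgeR's quasi-likelihood test, Benjamini-Hochberg) beside *Mmp12* and *Mmp13*, and *Ttr*, a choroid plexus gene, fell by 6.64 (adjusted p = 0.0028, edgeR's quasi-likelihood test, Benjamini-Hochberg), a call that was lost with clusters 2 and 7 as the normal region (-3.08). *Gmnc* had 10 and 84 UMIs in normal cerebellum and 2 and 2 in the invasion region near the tumor, too few for a fold.

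Marker lists that belong at no claim are given by region. Erythrocyte markers summed to 98.3 and 297 CPM in the invasion region near the normal cerebellum of sections 1 and 2, 7.91 and 71.2 in that near the tumor, 7.08 and 56.1 in the tumor and 27.9 and 32.3 in the normal cerebellum. Vascular markers had 177 and 362 CPM in the tumor, 347 and 647 in the invasion region near the tumor, 338 and 505 in that near the normal cerebellum and 244 and 246 in the normal cerebellum. Neither list was called between tumor and normal cerebellum, with medians of -0.63 and 0.37 (limma camera, adjusted p = 0.47 and 0.50). Between tumor and invasion regions 8 lists were called lower in the tumor by camera: besides macrophages, these were GABA neurons (-2.74), granule neurons (-3.14), astrocytes and ependyma (-2.94), oligodendrocytes (-4.04), microglia (-0.98), vessels (-0.57) and erythrocytes (-1.32), and the first 4 of these held under fry. The other medians were 0.73 for tumor epithelium, -0.56 for monocytes, -0.36 for neutrophils, -0.10 for T cells, 0.75 for B and plasma cells, -0.81 for dendritic cells, 0.32 for fibroblasts and 0.13 for choroid plexus, whose mean was -0.25. Of these lists, fry called neutrophils lower in the tumor (limma fry, adjusted p = 0.012), a call that camera did not make. Between invasion regions and normal cerebellum, tumor epithelium (1.63) was called higher, resting on section 2, and GABA neurons (-3.22), granule neurons (-2.55), oligodendrocytes (-2.01) and choroid plexus (-2.84) lower. Astrocytes and ependyma (-0.81), microglia (-0.20), T cells (1.09), B and plasma cells (0.37), dendritic cells (0.16) and erythrocytes (0.80) were not called. With a correlation estimated from the data, 0 of these calls held.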
